# Deletion of skeletal muscle *Akt1*/*2* causes osteosarcopenia and reduces lifespan in mice

**DOI:** 10.1038/s41467-022-33008-2

**Published:** 2022-10-05

**Authors:** Takayoshi Sasako, Toshihiro Umehara, Kotaro Soeda, Kazuma Kaneko, Miho Suzuki, Naoki Kobayashi, Yukiko Okazaki, Miwa Tamura-Nakano, Tomoki Chiba, Domenico Accili, C. Ronald Kahn, Tetsuo Noda, Hiroshi Asahara, Toshimasa Yamauchi, Takashi Kadowaki, Kohjiro Ueki

**Keywords:** Ageing, Diabetes complications, Diabetes complications, Molecular medicine

## Abstract

Aging is considered to be accelerated by insulin signaling in lower organisms, but it remained unclear whether this could hold true for mammals. Here we show that mice with skeletal muscle-specific double knockout of *Akt1*/*2*, key downstream molecules of insulin signaling, serve as a model of premature sarcopenia with insulin resistance. The knockout mice exhibit a progressive reduction in skeletal muscle mass, impairment of motor function and systemic insulin sensitivity. They also show osteopenia, and reduced lifespan largely due to death from debilitation on normal chow and death from tumor on high-fat diet. These phenotypes are almost reversed by additional knocking out of *Foxo1*/*4*, but only partially by additional knocking out of *Tsc2* to activate the mTOR pathway. Overall, our data suggest that, unlike in lower organisms, suppression of Akt activity in skeletal muscle of mammals associated with insulin resistance and aging could accelerate osteosarcopenia and consequently reduce lifespan.

## Abstract (web summary)

Sasako et al. show that disruption of the insulin/IGF-1 signaling by suppressing Akt activity in mouse skeletal muscle can accelerate osteosarcopenia and shortens lifespan, which is reversed by inactivation of FoxOs rather than activation of mTOR, suggesting FoxOs as therapeutic targets.

## Introduction

Findings from lower organisms have shown that insulin and insulin-like growth factor-1 (IGF-1) signaling accelerates aging^1,2^, but it remains unclear whether this could also be entirely true for mammals. Indeed, impaired action of insulin/IGF-1 signaling is counted among the potential mechanisms underlying the development of sarcopenia, a major phenomenon associated with aging, which is characterized by decreased mass and impaired function of skeletal muscle^3–6^. Sarcopenia is known to be promoted in patients with diabetes in which insulin action is impaired but likely to be ameliorated by treatment with insulin sensitizers^7^. Moreover, restoration, not inhibition, of IGF-1 was assumed to represent a promising therapeutic approach to sarcopenia^5^.

Sarcopenia, in its turn, is thought to be one of the main causes of insulin resistance in older subjects because glucose uptake in an absorptive state is attributed in large part to skeletal muscle, while it is known to be impaired in patients with diabetes, resulting in glucose intolerance and hyperglycemia^8,9^.

Most transducers of the signaling cascade are shared by insulin and IGF-1: insulin receptor (IR) and IGF-1 receptor (IGF1R) phosphorylate insulin receptor substrates (IRSs), which activate phosphoinositide 3-kinase and its downstream Akt, resulting in inactivation of FoxOs involved in protein degradation, as well as in activation of mTOR involved in protein synthesis^10,11^. Thus, it is assumed that not only insulin signaling but also IGF-1 signaling are impaired in patients with insulin resistance.

In order to examine the roles of the insulin/IGF-1 signaling in skeletal muscle, various model mice have been generated and analyzed^12^. It was implied that both insulin and IGF-1 are required in the maintenance of muscle mass^13,14^ and that both activation of FoxOs and inactivation of mTOR negatively regulate muscle mass^15–17^, although there remains some room for controversy^14,18–21^. In these models, impairment of insulin/IGF-1 signaling did not necessarily lead to systemic insulin resistance. Moreover, the phenotypes in some models were not fully examined due to death while young, and those in others which were viable were examined mainly in young animals. Thus a good mouse model remained to be established in which normally developed skeletal muscle gradually becomes sarcopenic, accompanied by insulin resistance as they grow older, and the course observed in humans is closely replicated.

Akt is a key downstream kinase, and of its three isoforms, mainly Akt1 and Akt2 are expressed in skeletal muscle^22^. Systemic deletion of *Akt1*, *Akt2*, and *Akt1*/*2* resulted in mild growth retardation, insulin resistance, and neonatal lethality due to severe growth retardation, respectively^23–25^. However, a model of Akt-deleted skeletal muscle remained to be established.

In this study, we generated skeletal muscle-specific *Akt1*/*2* double-knockout mice and demonstrated that the knockout mice exhibited premature sarcopenic phenotypes, accompanied by systemic insulin resistance. They also showed osteopenia and reduced lifespan, suggesting a crucial role for skeletal muscle Akt in the regulation of aging of skeletal muscle and lifespan.

## Results

### Generation of skeletal muscle-specific *Akt1*/*2* knockout mice

To elucidate the effects of insulin signaling on skeletal muscle mass, we first investigated two mouse models, i.e., mice treated with streptozotocin, a model of insulin deficiency, and *db/db* mice, a model of severe insulin resistance^26^. Indeed, the two models shared significantly decreased fast-twitch muscle (represented by extensor digitorum longus [EDL] and gastrocnemius) mass, non-altered slow-twitch muscle (represented by soleus) mass, and relatively decreased type 2 myofibers characterizing fast-twitch muscle (Supplementary Fig. 1a–d). Thus impaired insulin action was thought likely to result in dys-regulation of skeletal muscle mass and myofiber type mimicking the characteristics of sarcopenia in humans^27^.

Then we examined how insulin signaling in skeletal muscle was affected by aging to explore the impact of insulin signaling on the development of sarcopenia. When the mice were treated with insulin, IR and IRS, upstream molecules of skeletal muscle were phosphorylated to a similar extent in younger and older wild-type mice alike, while phosphorylation of Akt, a key downstream kinase, was suppressed in older mice alone (Supplementary Fig. 1e).

These data urged us to hypothesize that sarcopenia could be promoted by insulin resistance in skeletal muscle associated with aging, especially at the downstream level, and as a model of such insulin resistance, we generated mice with tissue-specific deletion of *Akt1* and *Akt2*, the two major isoforms of Akt in skeletal muscle^22^. We selected mice with Cre recombinase knocked in the downstream of the myosin light-chain (*Mlc1f*) promoter^28^, to ensure skeletal muscle-specific expression of the recombinase, followed by crossing with *Akt1/2*-floxed mice.

In the skeletal muscle-specific *Akt1/2* double-knockout (mAktDKO) mice, the Akt proteins were successfully down-regulated in skeletal muscle, but not in other tissues, including the heart (Fig. 1a, b & Supplementary Fig. 2a, b). It was also confirmed that when the mAktDKO mice were treated with insulin, phosphorylation of Akt was almost blunted, and phosphorylation of downstream molecules involved in protein synthesis, protein degradation, and glucose uptake were also suppressed in fast-twitch muscle (Fig. 1c & Supplementary Fig. 2c). Knocking out of *Akt1*/*2* was less sufficient in slow-twitch muscle and phosphorylation of the downstream molecules were not suppressed (Fig. 1a, d & Supplementary Fig. 2d).

**Fig. 1:**
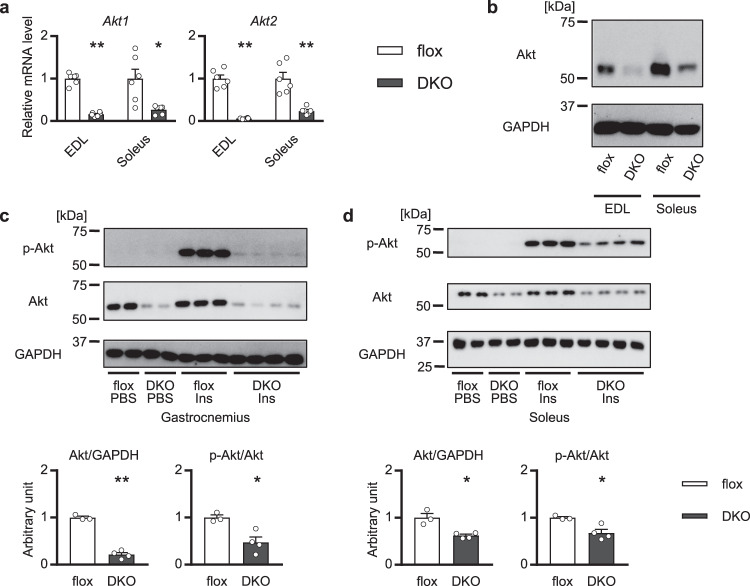
Generation of skeletal muscle-specific *Akt1*/*2* knockout mice. Expression of Akt in EDL and soleus of the mAktDKO mice at the age of 8 weeks analyzed by, **a** RT-PCR (*n* = 6 mice per group, as shown by the number of data points on the graph, same as below), and **b** western blotting. **c**, **d** Insulin signaling in **c** gastrocnemius, and **d** soleus, at the age of 8 weeks after treatment with insulin for 10 minutes analyzed by western blotting (*n* = 3 or 4 mice). Values of the data are expressed as mean ± SEM. *P < 0.05, **P < 0.01. Unpaired 2-tailed *t*-test was used for assessment, and the exact *P* values are provided in Supplementary Data 2. Source data are provided as a Source Data file.

### Sarcopenic phenotypes of muscle-specific *Akt1*/*2* knockout mice

Then we followed up on the body weight of the mAktDKO mice until they were 100 weeks old. They weighed significantly lighter from the age of 8 weeks onward than the control mice (Fig. 2a). Given that the mAktDKO and control mice were similar in body length and food intake (Supplementary Fig. 3a, b) and did not differ in fat mass (Fig. 2b & Supplementary Fig. 3c), the difference in body weight was thought likely to be due to reductions in lean body mass in the mAktDKO mice.

**Fig. 2:**
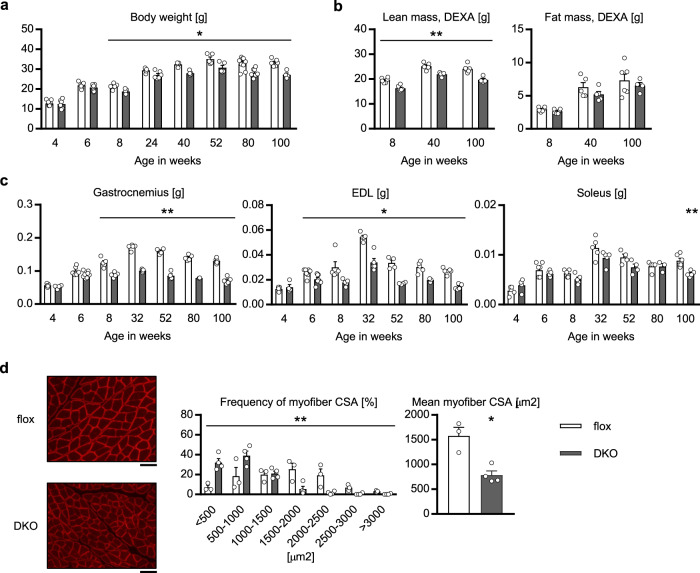
Body and muscle weight of the mAktDKO mice. **a** Body weight (*n* = 4, 5, 6, 7, 8 or 9 mice per group, as shown by the number of data points on the graph, same as below) at the age of the indicated weeks. **b** Lean body mass and fat mass analyzed by dualenergy X-ray absorptiometry (DEXA) at the age of the indicated weeks (*n* = 4, 5, or 6 mice). **c** Skeletal muscle weight at the age of the indicated weeks (*n* = 3, 4, 5, 6, 7, or 8 mice). **d** Immunostaining of EDL with anti-dystrophin antibody and analysis of cross-sectional area (CSA) of myofibers at the age of 80 weeks (*n* = 3 or 4 mice). Values of the data are expressed as mean ± SEM. *P < 0.05, **P < 0.01. Unpaired 2-tailed *t*-test (**a**–**c**) and chi-square test with Yates’ correction **d** were used for assessment, and the exact *P* values are provided in Supplementary Data 2. Scale bars: 50 μm. Source data are provided as a Source Data file.

Consistently, the fast-twitch muscle mass in the mAktDKO mice was almost half that of the control mice, whereas their slow-twitch muscle mass and white adipose tissue mass were not reduced or reduced only slightly compared to those in the control mice (Fig. 2c & Supplementary Fig. 3d). Histological analysis revealed that the myofibers with a smaller cross-sectional area were increased (Fig. 2d) in the fast-twitch muscle of the mAktDKO mice compared to those in the control mice.

In parallel with a reduction in fast-twitch muscle mass characterized by spontaneous power, grip strength was significantly weaker in the older mAktDKO mice than that in the control mice (Fig. 3a). Besides, the exercise duration was markedly shorter in the older mAktDKO mice (Fig. 3b), and consistently, the ATP content in skeletal muscle of the mAktDKO mice after exercise was decreased compared to that of the control mice, although it was not even after extended endurance exercise in the younger mAktDKO mice (Fig. 3c). No sign of heart failure was observed in terms of heart weight and expression of diuretic peptides (Supplementary Fig. 3e, f).

**Fig. 3:**
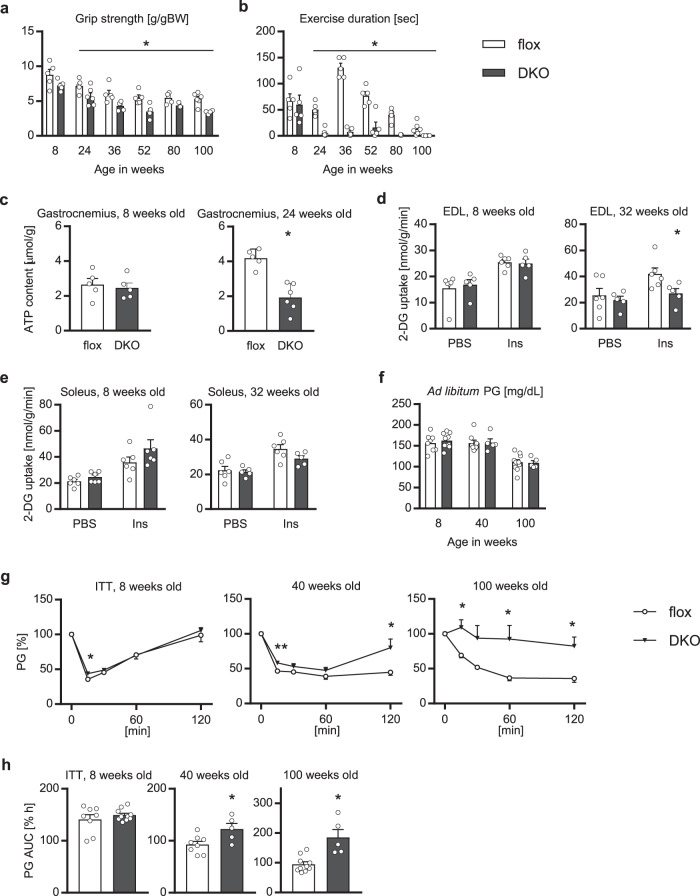
Skeletal muscle-associated phenotypes of the mAktDKO mice. **a** Grip strength and **b** exercise duration, of the mAktDKO mice at the age of the indicated weeks (*n* = 3, 4, 5 or 6 mice per group, as shown by the number of data points on the graph, same as below). **c** ATP contents of gastrocnemius after exercise for 60 minutes at the age of 8 weeks (*n* = 5 mice) and after exercise for 15 minutes at the age of 24 weeks (*n* = 5 or 6 mice). **d**, **e** Insulin-dependent glucose uptake in, **d** EDL and **e** soleus, analyzed ex vivo using 2-DG at the age of the indicated weeks (*n* = 5 or 6 mice). **f**–**h** *Ad libitum* plasma glucose (PG) before insulin challenge (**f**), **g** relative PG after insulin challenge, and **h** area under the curve (AUC) of relative PG after insulin challenge, in insulin tolerance test (ITT), after intraperitoneal injection of human regular insulin (0.75 U/kg BW, 1.0 U/kg BW, and 1.5 U/kg BW, at the age of 8, 40, and 100 weeks, respectively) (*n* = 8 or 10 mice at the age of 8 weeks, *n* = 5 or 8 mice at the age of 40 weeks, and *n* = 5 or 10 mice at the age of 100 weeks). Values of the data are expressed as mean ± SEM. *P < 0.05, **P < 0.01. Unpaired 2-tailed *t*-test was used for assessment, and the exact *P* values are provided in Supplementary Data 2. Source data are provided as a Source Data file.

In addition to motor function, glucose uptake is another important function of skeletal muscle. Indeed, insulin-induced glucose uptake examined ex vivo was impaired in the fast-twitch muscle of the older mAktDKO mice (Fig. 3d, e). Consistently, systemic insulin sensitivity examined by insulin tolerance test was apparent in the older mAktDKO mice, and marked insulin resistance and glucose intolerance were observed at the age of 100 weeks, although blood glucose in an *ad libitum*-fed state was comparable to that in the control mice (Fig. 3f–h & Supplementary Fig. 3g).

Therefore the mAktDKO mice may represent a good model to elucidate the pathogenesis and mechanisms of sarcopenia, in which loss of mass and dys-function of skeletal muscle were induced and accelerated with aging, accompanied by insulin resistance and glucose intolerance, in contrast to the skeletal muscle-specific *Akt1* or *Akt2* single-knockout mice, which did not exhibit reduced body weight (Supplementary Fig. 3h, i).

### Mechanisms underlying the sarcopenic phenotypes of the muscle-specific *Akt1*/*2* knockout mice

Next we explored mechanisms underlying the sarcopenic phenotypes of the mAktDKO mice. Genes highlighting fast-twitch muscle, type 2 myofibers (represented by *Myh4*) and glycolysis (*Pfkm*), were down-regulated in the fast-twitch muscle of the older mAktDKO mice (Fig. 4a & Supplementary Fig. 4a), while that encoding type 1 myofibers (*Myh7*) were not (Fig. 4a). ATPase staining confirmed that type 2 myofibers were relatively decreased in the mAktDKO mice (Fig. 4b).

**Fig. 4:**
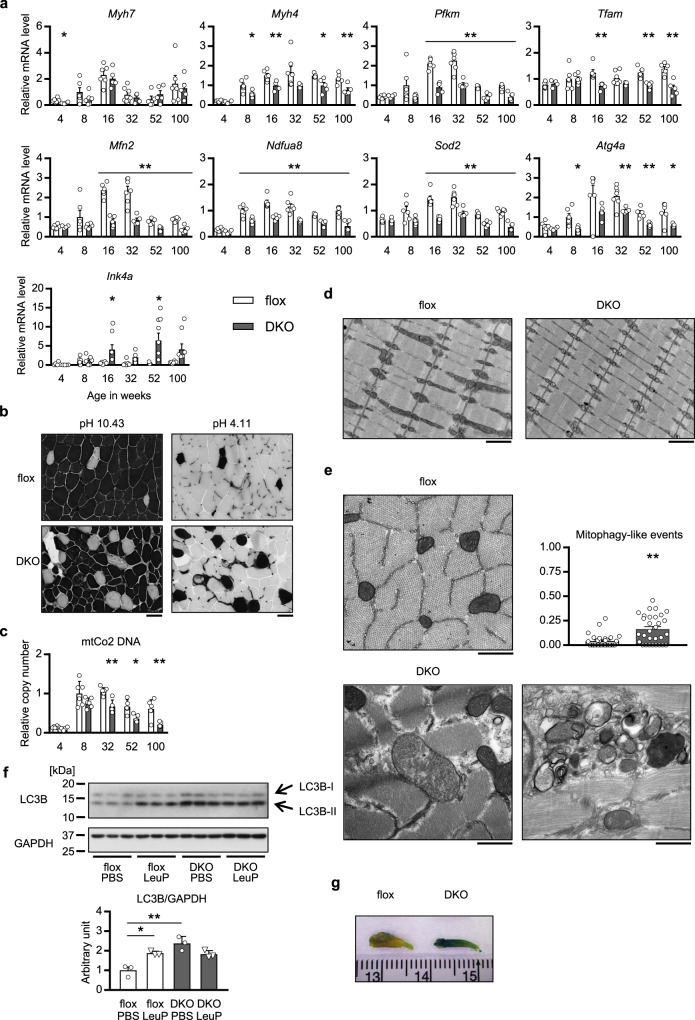
Mechanisms underlying the phenotypes of the mAktDKO mice. **a** Gene expression, **c** DNA copy number, of EDL of the mAktDKO mice at the age of the indicated weeks analyzed by RT-PCR (*n* = 4, 5, 6, or 7 mice per group, as shown by the number of data points on the graph, same as below). **b** ATPase staining of EDL at the age of 52 weeks. Scale bars: 50 μm. **d**, **e** Electron microscopic image(s) of, horizontal sectioning (**d**), and vertical sectioning (**e**), of EDL at the age of 60 weeks. **e** The percentage of mitophagy-like events were quantified (*n* = 30 random fields from 3 mice). Scale bars: **d** 1 μm, and **e** 500 nm. **f** An autophagy-related protein in gastrocnemius at the age of 40 weeks 4 h after intraperitoneal administration of leupeptin at the dose of 40 mg/kg of BW in an *ad libitum*-fed state analyzed by western blotting (*n* = 3 mice per group). **g** Macroscopic image of SA-BG staining of EDL at the age of 80 weeks. Scale graduation: 1 mm. Values of the data are expressed as mean ± SEM. *P < 0.05, **P < 0.01. Unpaired 2-tailed *t*-test (**a**, **c**, **e**) and one-way ANOVA (**f**) were used for assessment, and the exact *P* values are provided in Supplementary Data 2. Source data are provided as a Source Data file.

The other mechanism responsible for ATP production is oxidative phosphorylation, and the genes involved in mitochondria biogenesis (*Tfam*, *Mfn2*) were down-regulated (Fig. 4a & Supplementary Fig. 4a), followed by a decrease in mitochondria DNA copy number (Fig. 4c). Moreover, those encoding electron transport chain components (*Ndfua8*), which are known to be regulated by insulin signaling^29^, as well as sirtuin 3, which regulates acetylation of the components, were down-regulated (Fig. 4a & Supplementary Fig. 4a). These changes in mitochondria-related gene expression were found to highlight the results of transcriptome analysis (GEO accession: GSE199074) of the fast-twitch muscle of the aged mAktDKO mice (Supplementary Data 1). 

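The transcriptome of extensor digitorum longus (EDL), a fast-twitch hindlimb muscle, was measured by RNA sequencing in 3 mAktDKO mice and 3 control floxed mice at the age of 50 weeks. Libraries depleted of ribosomal RNA were sequenced with paired-end, 37 bp reads. The authors mapped the reads to the mouse genome (mm10) with STAR and estimated the number of reads of each gene with RSEM, which divides a read that fits several similar genes among them. The estimated counts were deposited for 24411 genes without scaling between mice. Their totals were 14696401, 15359954 and 14784681 in the mAktDKO mice numbered 1 to 3, and 15445523, 14122262 and 13738795 in the control mice, which carry the numbers 2 to 4 in the table. At these totals, the floor of 3 counts corresponds to between 0.194 and 0.218 CPM (counts scaled to the library total) and covers counting error only. No 2 mice had identical values, and the chi-square of their counts per degree of freedom was between 7.22 and 65.8, so no column was a copy of another. For the comparison of the genotypes, the estimated counts were rounded to whole numbers, genes with low counts were removed with edgeR's filterByExpr, and 12892 genes were scaled by the TMM method and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The CPM values of single genes use library totals scaled by TMM. The targeted genes were examined first. Akt2, on chromosome 7 of mm10 from 27591552 to 27640826, had 51.3, 49.1 and 52.7 CPM in the mAktDKO mice and 172, 133 and 143 CPM in the control mice. The means were 51.0 ± 1.82 (SD, n = 3) and 149 ± 20.3 CPM (SD, n = 3), a log2 fold change of -1.55 (standard error 0.11, adjusted p = 0.000923 from edgeR's quasi-likelihood test). Akt1, on chromosome 12 from 112653821 to 112674884, had 58.9, 56.8 and 51.4 CPM in the mAktDKO mice and 66.4, 65.5 and 66.5 CPM in the control mice. Its log2 fold change was -0.25 (standard error 0.080, adjusted p = 0.114 from edgeR's quasi-likelihood test). The counts are per gene and not per exon, so they cannot show how much of the targeted part of Akt1 was lost. For both genes every mAktDKO mouse lay below every control mouse (exact permutation test, two-sided p = 0.1, the smallest p that 3 mice against 3 allow).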

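At the adjusted p threshold of 0.01 that the paper states, 3 of the 12892 genes differed between the mAktDKO and control floxed mice, and all 3 were lower in the mAktDKO mice. These genes were Akt2, Aldh1a1 and Grb14. Aldh1a1, on chromosome 19 of mm10 from 20492583 to 20643463, was 24.3 ± 0.80 CPM (SD, n = 3) in the mAktDKO mice and 58.8 ± 4.39 CPM (SD, n = 3) in the control mice, a log2 fold change of -1.27 (standard error 0.087, adjusted p = 0.000923 from edgeR's quasi-likelihood test). Grb14, on chromosome 2 from 64912476 to 65022766, was 6.23 ± 0.55 CPM (SD, n = 3) and 17.1 ± 1.42 CPM (SD, n = 3), a log2 fold change of -1.45 (standard error 0.12, adjusted p = 0.00347 from the same edgeR test). The number of genes depended most on the test. DESeq2's Wald test, the tool the paper used, gave 329 genes at the same threshold, 85 higher and 244 lower. It computed a p for 17357 genes in place of 12892. Some genes tested with edgeR, such as Fgf2 and Aldh1a7, had no adjusted p from DESeq2. How many genes its adjustment covered was not counted. Without the filter on low counts, edgeR covered 17360 genes and gave 32. With the filter, edgeR and an adjusted p under 0.05 there were 152 genes, 34 higher and 118 lower. Without adjustment, 3164 genes had a p under 0.05. Gene families defined by gene symbol were then tested by preranked gene set enrichment on the signed statistic of all tested genes. Of the 37 complex I subunits, 35 were lower in the mAktDKO mice, with a median log2 fold change of -0.36 and a normalized enrichment score of -3.06 (adjusted p = 1.37e-16 over 21 families, preranked enrichment). For 30 of them the groups did not overlap. Ndufb5 had a log2 fold change of -0.65 (standard error 0.098, adjusted p = 0.0326 from edgeR's quasi-likelihood test), followed by Ndufb2 at -0.58 (standard error 0.093, adjusted p = 0.0394 from edgeR). Ndufa8 was at -0.64 (standard error 0.10, adjusted p = 0.0394 from edgeR). Of the 77 mitochondrial ribosomal proteins, 69 were lower, with a median log2 fold change of -0.27 and a normalized enrichment score of -2.87 (adjusted p = 5.82e-16, preranked enrichment). Median log2 fold changes were -0.44 for complex III subunits, -0.24 for complex IV subunits and -0.32 for ATP synthase subunits. In all, 9 of the 12 mitochondrial families tested were lower past the threshold. Cytosolic ribosomal proteins had a median log2 fold change of -0.050 and did not pass it (adjusted p = 0.0987, preranked enrichment), but they did without mAktDKO mouse 1 (adjusted p = 0.00231). The mean of the complex I subunits was lower in each mAktDKO mouse than in each control mouse, by 0.37 on the log2 scale, against an SD between mice of 0.088 in the control group and 0.070 in the mAktDKO group. Preranked enrichment takes genes as independent, and the set test moved these results most. The adjusted p of complex I was 0.0342 with fry, which rotates the residuals between mice, and 0.26 with camera, which estimates the correlation between genes. The same enrichment was computed for each of the 10 ways to divide the 6 mice into 3 and 3. For complex I, 1 of the 10 divisions, the real one, reached a score of this size, and for mitochondrial ribosomal proteins 3 did. A list of 32 genes of the contractile apparatus had a median log2 fold change of -0.22 in the same comparison. Among 673 Reactome pathways, 158 passed the threshold, 105 lower and 53 higher, and 68 of the lower ones held at least 21 of the 41 proteasome subunits. Respiratory electron transport had a normalized enrichment score of -3.27 and mitochondrial translation one of -2.93. From the enrichment of mitochondrial annotations among genes lower in the mAktDKO mice (Supplementary Data 1), the paper concludes that changes in mitochondria-related gene expression stand out in the transcriptome of the aged fast-twitch muscle.

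**Figure D1:**
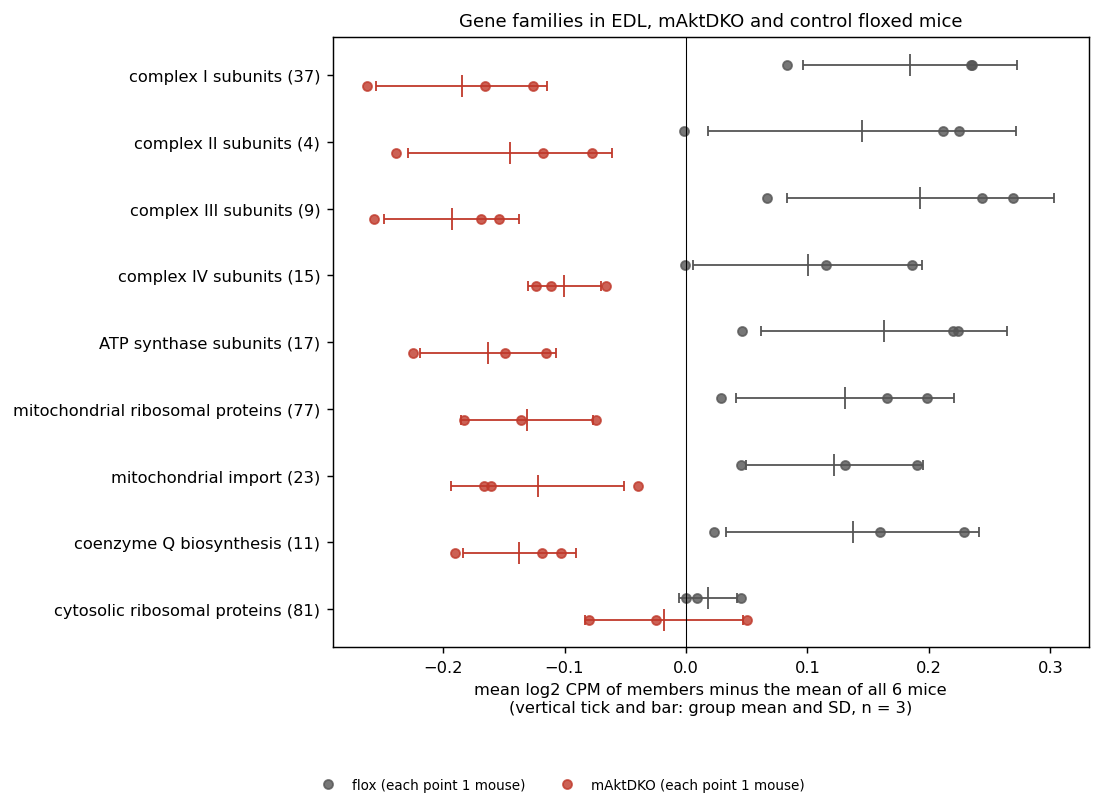
Mean log2 CPM of the members of each gene family, minus the mean of all 6 mice (x axis, log2 units), for each mAktDKO mouse (red) and control floxed mouse (grey). Points are single mice, ticks and bars are group means and SD (n = 3), and the number of genes is given beside each family; the mAktDKO mice lie between -0.262 and -0.126 for complex I subunits and the control mice between 0.083 and 0.236.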

Consistently, electron microscopic analysis revealed morphological abnormalities of mitochondria characterized by mitochondrial swelling and low electron density (Fig. 4d, e & Supplementary Fig. 5a). AMP-activated protein kinase α (AMPKα) was activated even after extended endurance exercise in the younger mAktDKO mice, but it was not in the older mAktDKO mice (Supplementary Fig. 5b, c), in accordance with the changes in ATP content (Fig. 3c).

We also studied mitophagy as one of the mechanisms responsible for the elimination of such abnormal mitochondria. Autophagy-related genes (*Atg4a*) were down-regulated (Fig. 4a & Supplementary Fig. 4a), but conversely, LC3B-II protein, a component of the autophagosome, was accumulated (Fig. 4f). LC3B-II protein was increased by lysosomal inhibition by administration of leupeptin in control floxed mice but was not in the mAktDKO mice, suggesting impairment in autophagy flux. Moreover, LC3B-II protein was detected in the mitochondrial fraction, which was increased in the mAktDKO mice (Supplementary Fig. 5d, e). In electron microscopic analysis, mitophagy-like events involving autophagosomes containing abnormal mitochondria inside were significantly increased, with electron-dense aggregates left nearby (Fig. 4e & Supplementary Fig. 5a), suggesting that mitophagy failure could be induced in the fast-twitch muscle of the mAktDKO mice. Genes involved in reactive oxygen removal (*Sod2*), as well as in fatty acid oxidation, were also down-regulated (Fig. 4a & Supplementary Fig. 4a). Of note, genes involved in proteasome-mediated protein degradation, which are known to be positively regulated by FoxO3^30^, and pathways involved in proteasome and ubiquitination were shown to be unaffected by RT-PCR and transcriptome analysis (GSE199074), respectively (Supplementary Fig. 4b & Supplementary Data 1), suggesting that the reduced muscle mass observed in the mAktDKO mice could not be largely attributed to increased protein degradation by the proteasome pathway.

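Of the 41 tested proteasome subunits (Psma, Psmb, Psmc, Psmd and Psme genes), 38 had a lower estimated expression in the mAktDKO mice and 3 a higher one. Their median log2 fold change was -0.23, and their normalized enrichment score was -2.53 (adjusted p = 4.92e-08, preranked enrichment). The mean over the subunits was lower in each mAktDKO mouse than in each control mouse, by 0.20 on the log2 scale, with an SD between mice of 0.077 in the control group and 0.038 in the mAktDKO group. Psmb5, on chromosome 14 of mm10 from 54614120 to 54617995, was 49.4 ± 3.66 CPM (SD, n = 3) in the mAktDKO mice and 72.6 ± 5.87 CPM (SD, n = 3) in the control mice, a log2 fold change of -0.55 (standard error 0.093, adjusted p = 0.0398 from edgeR's quasi-likelihood test). Psmb6 had a log2 fold change of -0.43 (adjusted p = 0.0557 from edgeR) and Psmc3 one of -0.36 (adjusted p = 0.0646 from edgeR). The proteasome family did not pass the threshold with fry (adjusted p = 0.0342) or with camera (adjusted p = 0.26), and 2 of the 10 divisions of the 6 mice gave a score as large. The list of 32 contractile genes had nearly the same median log2 fold change, -0.22. A lower share of muscle fibre RNA in the mAktDKO samples was therefore not excluded as the explanation. The 33 ubiquitin-conjugating enzymes were lower in 17 cases and higher in 16, with a median log2 fold change of -0.0024, and were not enriched in either direction (adjusted p = 0.963, preranked enrichment). Their largest changes by p were Ube2o at -0.36 (adjusted p = 0.0602), Ube2d1 at 0.32 (adjusted p = 0.0691) and Ube2j2 at -0.36 (adjusted p = 0.0998, all from edgeR's quasi-likelihood test). Among the other families of ubiquitination, the median log2 fold change was -0.11 for F-box proteins, -0.0037 for cullins, -0.037 for TRIM proteins and -0.094 for ubiquitin-specific peptidases. None passed both limits of the threshold, and ubiquitin-specific peptidases came nearest (31 of 45 lower, adjusted p = 0.0266, preranked enrichment). In Supplementary Data 1 the paper lists 6 annotations of proteasome and ubiquitination without significance. From these annotations and from RT-PCR, the paper proposes that the lower muscle mass could not be largely attributed to increased protein degradation by the proteasome.

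**Figure D2:**
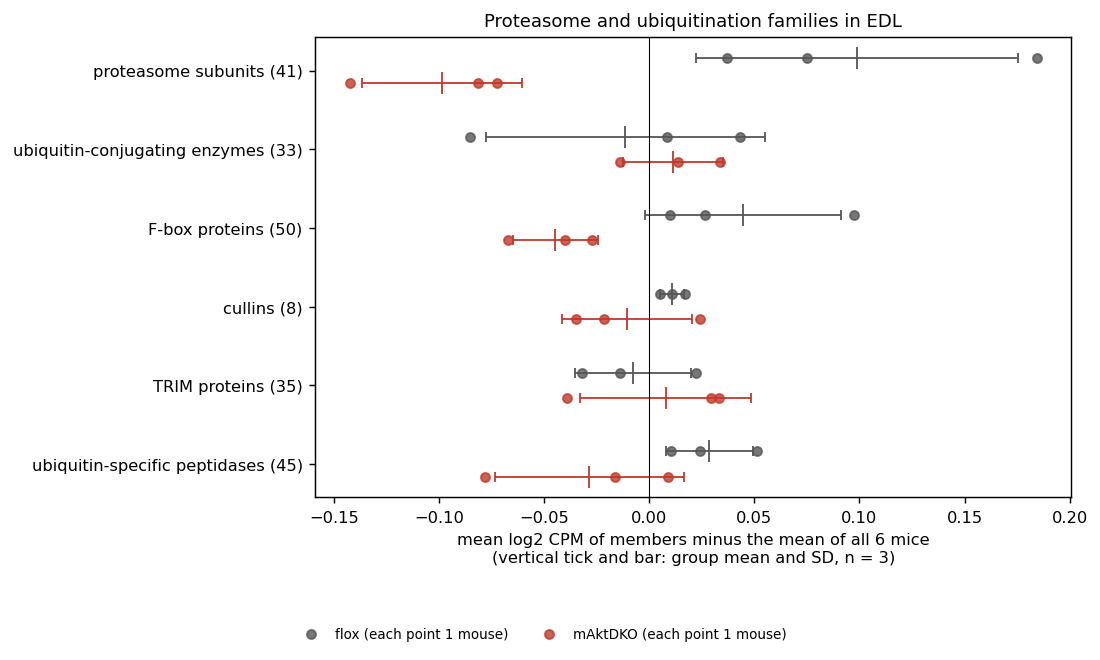
Mean log2 CPM of the members of proteasome and ubiquitination families, minus the mean of all 6 mice (x axis, log2 units), for each mAktDKO mouse (red) and control floxed mouse (grey). Points are single mice, ticks and bars are group means and SD (n = 3); for proteasome subunits the mAktDKO mice lie between -0.142 and -0.072 and the control mice between 0.037 and 0.184.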

Given that mitochondria, oxidative stress, and proteostasis are closely associated with aging^2^, these data implied accelerated aging in the mAktDKO mice, and indeed, sirtuin 1 was down-regulated (Supplementary Fig. 4a), whereas an aging marker (*Ink4a*) was highly up-regulated in the fast-twitch muscle of the mAktDKO mice (Fig. 4a), associated with enhanced staining of the senescence-associated beta-galactosidase (Fig. 4g).

Notably, these changes were less evident in the slow-twitch muscle of the mAktDKO mice (Supplementary Fig. 5f, g).

### Skeletal muscle-specific knockout of *Akt1*/*2* causes osteopenia and reduced lifespan

Then we hypothesized that accelerated aging of skeletal muscle might affect aging of other tissues. Because skeletal muscle and bone are closely associated with each other, we focused on osteoporosis, one of the phenomena associated with aging in bone. Indeed, the mAktDKO mice had a significantly lower femur weight than the control mice (Fig. 5a). Computed tomography (CT) scanning of lower leg revealed decreased bone mineral density (BMD) in spongy bone compared to the control mice (Fig. 5b), and the star volume, a good parameter of osteoporosis, was larger in the femur of the mAktDKO mice on micro-CT scanning (Fig. 5c & Supplementary Fig. 6a).

**Fig. 5:**
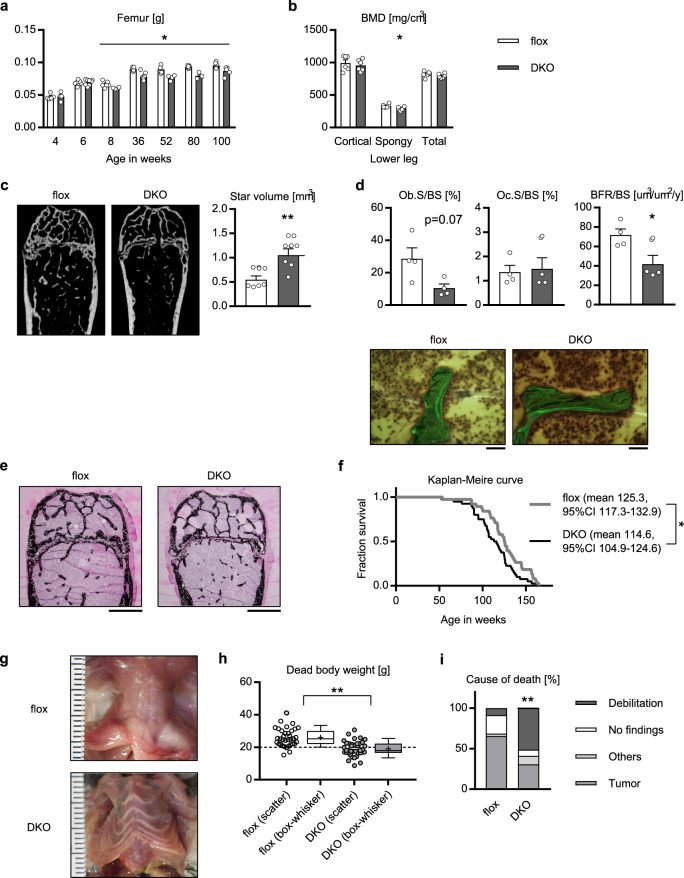
Bone-associated and systemic phenotypes of the mAktDKO mice. **a** Femur weight of the mAktDKO mice at the age of the indicated weeks (*n* = 3, 4, 5, 6, 7, or 8 mice per group, as shown by the number of data points on the graph, same as below). **b** Bone mineral density of lower legs at the age of 40 weeks analyzed by CT scanning (*n* = 6 mice). **c**, Analysis of osteoporosis by micro-CT scanning of femur at the age of 52 weeks (*n* = 6 mice). Scale bars: 500 μm. **d** Morphometric analysis of calcein-labeled femur at the age of 52 weeks (*n* = 4 mice). Ob.S/BS: osteoblast surface/bone surface, Oc.S/BS: osteoclast surface/bone surface, BFR/BS: bone formation rate/bone surface. Scale bars: 50 μm. **e** von Kossa staining of femur at the age of 52 weeks. Scale bars: 500 μm. **f** Kaplan–Meire curve for survival (*n* = 38 or 40 mice). **g** Macroscopic image of thorax of a dissected dead body. Scale graduation: 1 mm. **h**, **i** (**h**) Scatter plot (left) and box and whisker plot (right) of dead body weight, and (**i**) cause of death, of mice whose dead body was retrieved without severe deterioration (*n* = 35 or 39 mice). Box: median and quartiles, whisker: 10% and 90% percentiles, +: mean. Values of the data are expressed as mean ± SEM except in **f**, **h, i**. *P < 0.05, **P < 0.01. Unpaired 2-tailed *t*-test (**a**–**d**, **h**), logrank test (**f**), and Chi-square test with Yates’ correction (**i**) were used for assessment respectively, and the exact *P* values are provided in Supplementary Data 2. Source data are provided as a Source Data file.

Bone morphometric analysis revealed that the osteoblast surface showed a non-significant decrease, the osteoclast surface was not affected, and the bone formation rate was significantly lower in the mAktDKO mice, compared to the control mice (Fig. 5d). Mineralization was also shown to be impaired by von Kossa staining (Fig. 5e), suggesting that osteopenia could be induced in the mAktDKO mice via impaired osteogenesis, rather than via enhanced osteolysis. It was also confirmed that the gene expression of myokines that could modulate osteogenesis was affected, while the expression of the local form of *Igf1* was not (Supplementary Fig. 4a).

Of note, osteopenia was observed even in the mAktDKO mice at the age of 6 weeks (Supplementary Fig. 6b), when loss of skeletal muscle mass was not so evident. Calvarial cells were isolated and their autonomous differentiation to osteoblasts was shown to be intact (Supplementary Fig. 6c–e).

Then the mAktDKO mice were followed up on their lifespan, which turned out to be significantly reduced (Fig. 5f). We noticed that many of the mAktDKO mice died with a skinny appearance (Fig. 5g & Supplementary Fig. 6f), which prompted us to analyze their dead body weight. It was indeed shown to be significantly lower, with the mean weight being even below 10 percentile (~20 g) of the control mice (Fig. 5h). We herein defined deaths from debilitation as those with no macroscopic findings and with a dead body weight less than 20 g. Although more than half of the control mice died from tumor, half of the mAktDKO mice died from debilitation, with this difference shown to be significant (Fig. 5i). The cumulative incidence of death from debilitation showed an apparent separation, but that of death from tumor did not (Supplementary Fig. 6g).

Given that all of these phenotypes were observed in male mice, we also examined whether they were shared with female mice. Those in skeletal muscle observed in male mAktDKO mice were also shared (Supplementary Fig. 7a–c), but the systemic phenotypes concerning body weight, systemic insulin resistance, and lifespan, as well as those in bone, were not shared by the female mAktDKO mice (Supplementary Fig. 7d–k). Therefore it was suggested that the impaired activity of Akt in skeletal muscle could be essential to the maintenance of volume and function of the skeletal muscle itself even in females, but its impact on other tissues could be smaller in females compared to that in males.

### Muscle-specific *Akt1*/*2* knockout mice in under- and over-nutrition

Skeletal muscle is also known as a tissue to cope with fasting by supplying alanine as a substrate for gluconeogenesis in the liver. When fasted for 24 h, the mAktDKO mice showed significantly lower blood glucose levels (Fig. 6a), although their body weight was lost in a manner proportional to that in the control mice (Supplementary Fig. 8a). Serum alanine levels were significantly lower (Fig. 6b), and serum ketone body levels were conversely elevated (Fig. 6c), while serum fatty acid levels were not altered (Supplementary Fig. 8b), in the mAktDKO mice, compared to the control mice.

**Fig. 6:**
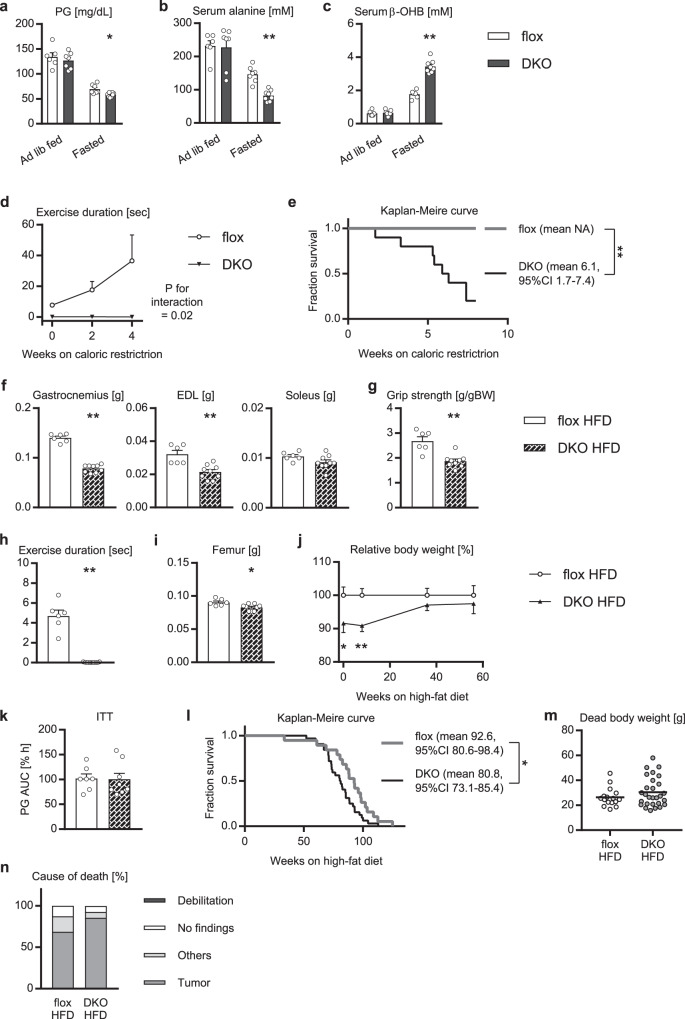
Phenotypes of the mAktDKO mice in under- and over-nutrition. **a** Plasma glucose (PG), **b** serum alanine levels, and **c** serum β-hydroxybutyrate (β-OHB) levels, in the mAktDKO mice at the age of 60 weeks in the *ad libitum* fed state and in the fasted state for 24 h (*n* = 6, 7, or 8 mice per group, as shown by the number of data points on the graph, same as below). **d** Exercise duration of the mAktDKO mice during caloric restriction for 4 weeks from the age of 90 weeks (*n* = 6 mice). **e** Kaplan–Meire curve for survival in the mAktDKO mice subjected to caloric restriction from the age of 90 weeks (*n* = 9 or 10 mice). (**f**, **i**) Tissue weight, **g** grip strength, and **h** exercise duration, of the mAktDKO mice fed with high-fat diet for 40 weeks (*n* = 6 or 9 mice). **j** Relative body weight of the mAktDKO mice fed with high-fat diet for the indicated weeks compared to the control mice (*n* = 11 or 17 mice). **k** Area under the curve (AUC) of relative PG in insulin tolerance test (ITT) after intraperitoneal injection of human regular insulin (2.5 U/kg BW) in the mAktDKO mice fed with high-fat diet for 40 weeks (*n* = 7 or 8 mice). **l** Kaplan–Meire curve for survival of the mAktDKO mice fed with high-fat diet (*n* = 19 or 32 mice). **m** Scatter plot of dead body weight, and (**n**) cause of death, of mice whose dead body was retrieved without severe deterioration (*n* = 16 or 28 mice). Values of the data are expressed as mean ± SEM except in (**e**, **l**, **m**, **n**). *P < 0.05, **P < 0.01. HFD: high-fat diet. Unpaired 2-tailed *t*-test (**a**–**c**, **f**–**k**, **m**), repeated measure analysis of variance (**d**), logrank test (**e**, **l**), and Chi–square test with Yates’ correction (**n**) were used for assessment, respectively, and the exact *P* values are provided in Supplementary Data 2. Source data are provided as a Source Data file.

Then we examined effects of caloric restriction for weeks on the phenotypes of the mAktDKO mice. Caloric restriction by 40% started at the age of 90 weeks led to elevation of serum ketone body levels (Supplementary Fig. 8c), but exercise duration was not improved in the mAktDKO mice (Fig. 6d). Although the grip strength of the mAktDKO mice was improved proportionally to that in the control mice (Supplementary Fig. 8d), their body weight was further reduced (Supplementary Fig. 8e), and eventually their lifespan was markedly reduced (Fig. 6e), with none dying from tumor, compared with the control mice.

We also generated a model of sarcopenia in over-nutrition by feeding the mAktDKO mice with high-fat diet. The phenotypes observed in the skeletal muscle of the mAktDKO mice fed with normal chow were still observed in the mAktDKO mice fed with high-fat diet, as well as those seen in bone, despite un-altered food intake (Fig. 6f–i & Supplementary Fig. 8f). Body weight and systemic insulin resistance, however, showed no difference between the mAktDKO mice and the control mice, although adiposity was increased in the mAktDKO mice compared to the control mice (Fig. 6j, k & Supplementary Fig. 8g–i). The gene expression profile of epididymal white adipose tissue showed no particular differences between groups (Supplementary Fig. 8j). The mAktDKO mice fed with high-fat diet still exhibited reduced lifespan (Fig. 6l), many of which died from tumor, not from debilitation, just as the control mice did (Fig. 6m, n & Supplementary Fig. 8k, l). Given that on normal chow diet, the mAktDKO mice did not show increased death from tumor, it was hypothesized that under the circumstances, such as high-fat diet, which promote tumor development, the mAktDKO mice could accelerate tumor growth. To test this hypothesis, we subcutaneously transplanted melanoma cells to the mice, and found that the cell growth was faster in the mAktDKO mice compared to the control mice (Supplementary Fig. 8m, n).

Therefore the mouse model of sarcopenia showed reduced lifespan in both under- and over-nutrition, as well as in normo-nutrition.

### Ablation of FoxOs rescued the phenotypes of the muscle-specific *Akt1*/*2* knockout mice

Lastly, we explored a key molecule which could account for the phonotypes induced by knocking out of *Akt1*/*2* in skeletal muscle. Of the molecules downstream of Akt, we focused on FoxOs and mTOR, which are mainly involved in protein degradation and protein synthesis, respectively^10,11^.

First, we tried to inactivate the FoxO pathway, which was activated by knocking out of *Akt1*/*2*. We focused on Foxo1 and Foxo4, major isoforms of FoxOs in skeletal muscle which were recently reported to be major FoxOs downstream of Akt^31^, and generated skeletal-specific *Akt1*/*Akt2*/*Foxo1*/*Foxo4* quadruple-knockout (mAkt/FoxoQKO) mice (Supplementary Fig. 9a, b). Fast-twitch muscle mass, body weight, lean mass, and motor function were all preserved in the mAkt/FoxoQKO mice, without altering body length, food intake, and adiposity (Fig. 7a–e & Supplementary Fig. 9c–f).

**Fig. 7:**
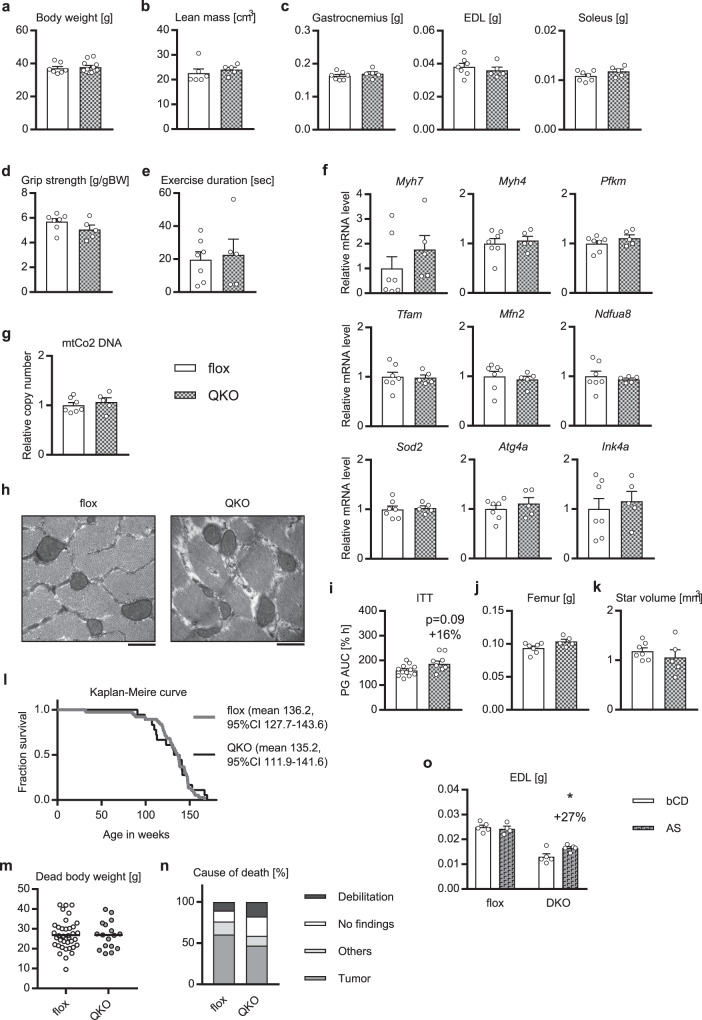
Phenotypes of the mAkt/FoxoQKO mice. **a**–**e**, **j** Body weight (*n* = 7 or 12 mice per group, as shown by the number of data points on the graph, same as below) (**a**), lean body mass analyzed by systemic CT scanning (*n* = 5 or 6 mice) (**b**), **c, j** tissue weight (*n* = 5 or 7 mice), **d** grip strength (*n* = 5 or 7 mice), and **e** exercise duration (*n* = 5 or 7 mice), of the mAkt/FoxoQKO mice at the age of 52 weeks. **f**, **g** Gene expression (**f**), and DNA copy number, of EDL at the age of 52 weeks analyzed by RT-PCR (*n* = 5 or 7 mice) (**g**). **h** Electron microscopic image of vertical sectioning of EDL at the age of 52 weeks. Scale bars: 500 nm. **i** Area under the curve (AUC) of relative plasma glucose (PG) in insulin tolerance test (ITT) after intraperitoneal injection of human regular insulin (1.0 U/kg BW) at the age of 40 weeks (*n* = 7 or 12 mice). **k** Analysis of osteoporosis by micro-CT scanning of femur at the age of 52 weeks (*n* = 5 or 7 mice). **l** Kaplan–Meire curve for survival (*n* = 18 or 38 mice). **m**, **n** Scatter plot of dead body weight (**m**), and cause of death, of mice whose dead body was retrieved without deterioration (*n* = 17 or 38 mice) (**n**). **o** Skeletal muscle weight of the mAktDKO mice at the age of 90 weeks treated with AS1842856 at the dose of 100 mg/kg of BW daily for 4 weeks (*n* = 4 or 5 mice). bCD: β-cyclodextrin, AS: AS1842856. Values of the data are expressed as mean ± SEM except in (**l**–**n**). Unpaired 2-tailed *t*-test (**a**–**g**, **i**–**k**, **m**, **o**), logrank test (**l**), and Chi-square test with Yates’ correction (**n**) were used for assessment respectively, and the exact *P* values are provided in Supplementary Data 2. Source data are provided as a Source Data file.

The changes in gene expression in the fast-twitch muscle of the mAktDKO mice, as well as that in mitochondria copy number, were restored in the mAkt/FoxoQKO mice, with no morphologically abnormal mitochondria observed (Fig. 7f–h & Supplementary Fig. 9a), while systemic insulin resistance was rescued only partially (Fig. 7i & Supplementary Fig. 9g). Femur weight was also preserved in the mAkt/FoxoQKO mice, with the findings suggestive of osteopenia shown in the mAktDKO mice also diminished (Fig. 7j, k & Supplementary Fig. 9h).

The mAkt/FoxoQKO mice were also shown to have an equivalent lifespan to that in the control mice, with no reduction in dead body weight or an increase in death from debilitation (Fig. 7l–n), suggesting that inhibition of FoxO activity might be a promising strategy for sarcopenia, as well as for osteopenia and reduced lifespan. Indeed, administration of a FoxO inhibitor, AS1842856^32^, for 4 weeks partially reversed the reduced fast-twitch muscle mass of the aged mAktDKO mice, whereas it did not affect slow-twitch muscle mass (Fig. 7o & Supplementary Fig. 9i, j).

We also attempted to activate the mTOR pathway, which was inactivated by knocking out of *Akt1*/*2*. Akt is known to phosphorylate and inactivate TSC2, which, in turn, suppresses activation of mTOR^10,11^, and thus we generated skeletal muscle-specific *Akt1*/*Akt2*/*Tsc2* triple-knockout (mAkt/TscTKO) mice (Supplementary Fig. 10a, b). The mAkt/TscTKO mice failed to rescue the reduced body weight and reduced fast-twitch muscle weight observed in the mAktDKO mice (Fig. 8a, b); still they had grip strength restored (Fig. 8c), and their exercise duration was partially preserved (Fig. 8d).

**Fig. 8:**
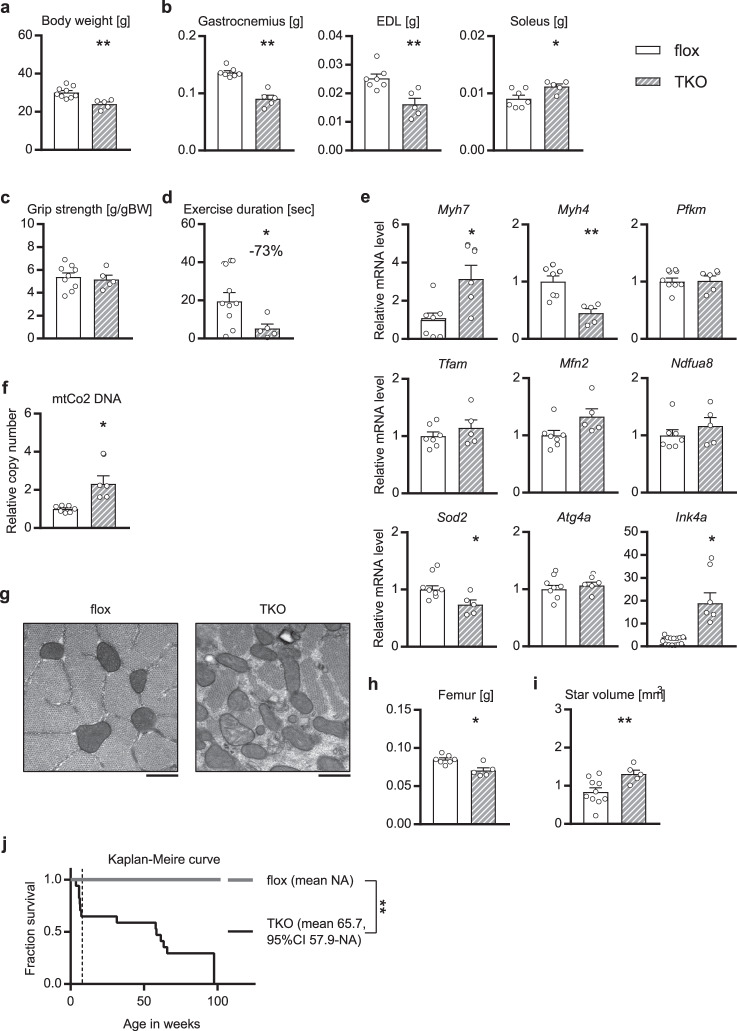
Phenotypes of the mAkt/TscTKO mice. **a** Body weight (*n* = 5 or 9 mice per group, as shown by the number of data points on the graph, same as below), **b**, **h** tissue weight (*n* = 5 or 7 mice), **c** grip strength (*n* = 5 or 9 mice), and **d** exercise duration (*n* = 5 or 9 mice), of the mAkt/TscTKO mice at the age of 52 weeks. **e** Gene expression, and **f** DNA copy number, of EDL at the age of 52 weeks analyzed by RT-PCR (*n* = 5 or 7 mice). **g** Electron microscopic image of vertical sectioning of EDL at the age of 60 weeks. Scale bars: 500 nm. **i** Analysis of osteoporosis by micro-CT scanning of femur at the age of 52 weeks (*n* = 5 or 10 mice). **j** Kaplan–Meire curve for survival (*n* = 15 or 17 mice) with the mean survival of 8-week survivors (*n* = 11 or 15 mice). Values of the data are expressed as mean ± SEM except in **j**. Unpaired 2-tailed *t*-test (**a**–**f**, **h**, **i**) and logrank test (**j**) were used for assessment, and the exact *P* values are provided in Supplementary Data 2. *P < 0.05, **P < 0.01. Source data are provided as a Source Data file.

The suppressed expression of genes involved in glycolysis and mitochondria observed in the mAktDKO mice was rescued in the mAkt/TscTKO mice (Fig. 8e & Supplementary Fig. 10a). Type 2 myofibers were still down-regulated, while type 1 myofibers which characterize slow-twitch muscle and are abundant in mitochondria were up-regulated (Fig. 8e). They also showed an increased mitochondria copy number (Fig. 8f), despite still exhibiting morphological abnormalities (Fig. 8g). Moreover, the expression of an anti-oxidant enzyme was still down-regulated, and the expression of an aging marker was highly up-regulated in these mice (Fig. 8e). Femur weight reduction and osteopenic changes on micro-CT scanning were not rescued (Fig. 8h, i & Supplementary Fig. 10c).

Indeed, the mAkt/TscTKO mice exhibited shorter body length, decreased adiposity, lower blood glucose in an *ad libitum*-fed state, and enhanced systemic insulin sensitivity, despite unaltered food intake (Supplementary Fig. 10d–h), and consistently, *Igf1* was down-regulated in both skeletal muscle and the liver (Supplementary Fig. 10a, i). Such phenotypes of growth retardation were observed as early as 4 weeks of age (Supplementary Fig. 10j–l). Premature death within a month after weaning was observed in a proportion of the mAkt/TscTKO mice (Fig. 8j), and even the survivors for 8 weeks after birth exhibited reduced lifespan (Fig. 8j) with their dead body weight < 20 g (Supplementary Fig. 10m).

Overall, activation of the mTOR pathway did not fully rescue the sarcopenic phenotypes due to skeletal muscle-specific deletion of *Akt1*/*2*. However, glycolysis, electron transport chain components, and autophagy were shown to be regulated by the mTOR pathway, as well as by the FoxO pathway. Type 2 myofibers and anti-oxidative capacity were regulated solely by the FoxO pathway, whereas type 1 myofibers and the quantity of mitochondria were predominantly regulated by the mTOR pathway.

## Discussion

Insulin/IGF-1 signaling has been assumed to accelerate aging based on findings mainly in lower organisms. Here we show, rather, that impaired insulin/IGF-1 signaling in skeletal muscle in mice not only accelerates aging of skeletal muscle itself but also reduces lifespan.

Sarcopenia is one of the phenomena associated with aging in skeletal muscle, and it has been suggested that, of the potential mechanisms of the development of sarcopenia, insulin resistance and insufficient IGF-1 action could be major contributors^5,33^. Indeed, we observed suppressed activity of Akt, a key downstream transducer of insulin/IGF-1 signaling^10,11^, in skeletal muscle of aged mice, and we generated mAktDKO mice, skeletal muscle-specific *Akt1*/*Akt2* double-knockout mice, by using the *Mlc1f*-Cre knock-in mice^28^.

Mlc1f is expressed predominantly in fast-twitch muscle^34^, with its promoter known to work little in satellite cells, undifferentiated precursors of myocytes^35^. Indeed, Akt activity was suppressed more efficiently in the fast-twitch muscle of the mAktDKO mice, and accordingly, the sarcopenic phenotypes of the mAktDKO mice were mainly observed in fast-twitch muscle, whose characteristics were found to coincide with those of sarcopenia in humans^27^.

The reduced body weight of the mAktDKO mice was due to a reduction in skeletal muscle mass but not due to global growth retardation as was observed in the systemic *Irs1* knockout mice^36,37^ or systemic *Akt1* knockout mice^24^.

Fast-twitch muscle of the mAktDKO mice was shown to have lost not only muscle mass but also the characteristics of fast-twitch muscle, with type 2 myofibers decreased and enzymes involved in glycolysis down-regulated. Besides, the fast-twitch muscle of the mAktDKO mice showed dysfunction in mitochondria biogenesis, oxidative phosphorylation, and autophagy involved in the elimination of abnormal mitochondria, and thus systemic skeletal muscle, mainly composed of fast-twitch muscle, was considered incapable of producing enough ATP anyhow, explaining why the mAktDKO mice exhibited an impairment in exercise endurance, as well as a decline in grip strength. Grip strength decline and slower gait speed are included in the criteria for the diagnosis of sarcopenia^38,39^, both of which reflect impaired instant power. Our results also suggest that impaired exercise endurance could be another characteristic of sarcopenia, leading to the inability to retain posture, which could be clinically important in aged people.

In addition to sarcopenia, the mAktDKO mice exhibited bone loss, which we call osteosarcopenia. Reduced mechanical loading is among its potential mechanisms, given that the mAktDKO mice exhibited decreased muscle mass and impaired motor function. However, it is known that cortical bones are mainly affected by mechanical loading^40^, whereas spongy bones were mainly affected in the mAktDKO mice. Moreover, osteopenic changes were observed before muscle loss became evident. These data suggest that some myokines or metabolites derived from skeletal muscle regulated by Akt (and presumably through FoxOs) could affect osteogenesis, which should be explored and elucidated in future studies.

Most of these phenotypes associated with knocking out of *Akt1*/*2* in skeletal muscle appeared at the age of 8 weeks or much later, possibly due to some compensatory mechanisms that might deteriorate with aging, and at least mitochondrial dys-function was shown likely to be compensated by activation of the AMPK pathway in the younger mAktDKO mice. This was in contrast to the previous model mice designed to modulate other transducers of insulin/IGF-1 signaling thus exhibiting more radical phenotypes of growth retardation rather than accelerated aging, such as skeletal muscle-specific IR and IGF1R knockout mice exhibiting reduced body weight at the age of 3 weeks and dying before the age of 30 weeks^14^.

Indeed, while the mAktDKO mice lived for over 100 weeks on average, their mean survival was still significantly shortened compared to that in the control mice. Moreover, about half of the mAktDKO mice died from debilitation, whereas more than half of the control mice died from tumor. It is noteworthy that knocking out of just a single kinase in just a single tissue not only mildly affects lifespan but even drastically affects the cause of death.

Autophagy in skeletal muscle is assumed to contribute to the maintenance of blood glucose by supplying alanine, serving as a substrate for gluconeogenesis in the liver. Indeed, lower blood glucose levels accompanied by lower serum alanine levels and elevated ketone bodies were observed in the fasted mAktDKO mice, as in tissue-specific AMPK knockout mice, a model of autophagy failure in skeletal muscle^41^. Caloric restriction resulted in further shortening of exercise duration and even lifespan in the mAktDKO mice, which argues against excessive diet therapy in sarcopenic patients and supports the importance of the patient-oriented approach recommended by the recent clinical guidelines^42,43^.

In contrast, the sarcopenic phenotypes of the mAktDKO mice were not rescued with over-nutrition, or high-fat diet feeding. Although no synergistic aggravation of insulin resistance was observed in this potential model of sarcopenic obesity with the inter-genotype difference in systemic insulin resistance due to sarcopenia probably masked by that due to increased adiposity, they still exhibited reduced lifespan. Most of the mAktDKO mice fed with a high-fat diet died from tumor, just as the control mice did. It was also observed that proliferation of subcutaneously transplanted melanoma was accelerated in the mAktDKO mice, suggesting that skeletal muscle could play an important role in regulating the growth of tumor in remote tissues, possibly by some secretory factors, which could explain poor prognosis of cancer in patients with sarcopenic obesity.

Then we went on to identify the key pathway downstream of Akt to account for the phenotypes of the mAktDKO mice with a focus on the FoxO pathway regulating protein degradation and the mTOR pathway regulating protein synthesis. The mAkt/TscTKO mice, in which the latter pathway was activated, failed to restore the reduced skeletal muscle and bone mass observed in the mAktDKO mice, but completely rescued the weakened grip strength, which was attributed to recovery of expression of the genes involved in glycolysis. Mitochondria were almost doubled, albeit with an abnormal appearance, and exercise endurance was restored only partially. Despite recovered expression of the genes involved in oxidative phosphorylation and autophagy, *Sod2* was down-regulated just as in the mAktDKO mice, suggesting that an increase in the number of mitochondria alone may not be sufficient for the maintenance of function without expanded anti-oxidant capacity in skeletal muscle. Besides, the mAkt/TscTKO mice exhibited growth retardation, accompanied by lower *Igf1* expression, just as skeletal muscle-specific *Tsc1* knockout mice did^44^. Although knocking out of *Tsc2* could also affect the mTOR-independent pathways, which might have affected the phenotypes of the mAkt/TscTKO mice, overall, activation of the mTOR pathway in skeletal muscle was not considered a good strategy for treating osteosarcopenia.

In contrast, additional knocking out of *Foxo1*/*4* successfully restored the reduced muscle mass seen in the mAktDKO mice, as in the knockout mice of FoxOs, which were protective against muscle loss^45^. Motor dys-function, bone loss, and reduced lifespan were all restored as well in the mAkt/FoxoQKO mice, with the only exception of systemic insulin resistance which exhibited only partial recovery, reflecting a mixed result of recovered skeletal muscle mass and still impaired insulin-dependent glucose uptake. Moreover, administration of a FoxO inhibitor, AS1842856, showed a partial but significant recovery of the reduced fast-twitch muscle mass of the mAktDKO mice. These data suggest that the FoxO pathway in skeletal muscle could be a good therapeutic target in this context, and it should be investigated in future works how to optimize the dosage and delivery of FoxO inhibitors, formally developed as anti-diabetic drugs^32^, to prove their effectiveness against sarcopenia.

A comparison of the mAkt/TscTKO and mAkt/FoxoQKO mice suggests that the genes involved in glycolysis, oxidative phosphorylation, and autophagy could be regulated by both the FoxO pathway and mTOR pathway in a redundant manner. The FoxO pathway could positively regulate skeletal muscle mass, type 2 myofibers, and anti-oxidant capacity, whereas the mTOR pathway could be a major regulator of type 1 myofibers and quantity of mitochondria (Fig. 9a). Although various reports have tried to examine involvement of the FoxO pathway and the mTOR pathway in some of these changes in skeletal muscle^15–17,19,21,44,45^, we believe that our data contribute to comprehensive understanding of Akt-centered mechanisms underlying sarcopenia, including different roles of the downstream pathways, with subsequent effects on bone and lifespan.

**Fig. 9:**
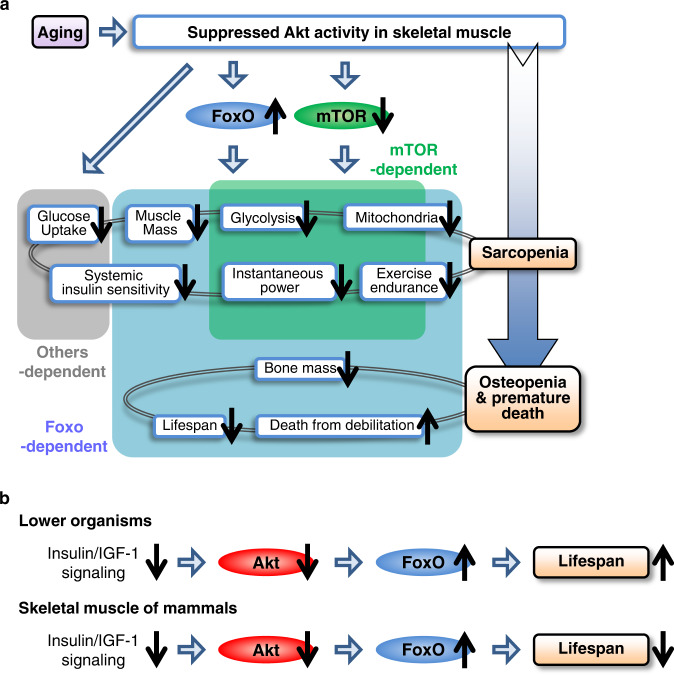
Schematic summary. **a** Role of Akt in skeletal muscle in protection against sarcopenia, osteopenia, and reduced lifespan in mice. **b** Effects of impaired insulin/IGF-1 signaling on lifespan in lower organisms and in skeletal muscle of mammals.

In lower organisms, lifespan is thought to be reduced by insulin/IGF-1 signaling with FoxOs as the key downstream molecules^1,2^, and it was reported to be prolonged in flies with muscle-specific genetic modification in which insulin signaling was suppressed and FoxO was up-regulated^46,47^. These previous studies share the same key molecules with our mouse model, but are diametrically opposed to ours with regard to their effects on lifespan. Our data clearly show that, contrary to the established theory, suppressed insulin/IGF-1 signaling followed by activation of FoxOs reduces lifespan in skeletal muscle in mammals (Fig. 9b).

In conclusion, suppressed Akt activity in skeletal muscle results in accelerated aging, i.e., premature osteosarcopenia, systemic insulin resistance, and reduced lifespan. These changes may be amenable to nearly complete reversal by inactivation of FoxOs, which are thus thought to represent likely therapeutic targets in coping with skeletal muscle-centered aging.

## Methods

### Mice

All mice were housed under a 12-hour light/12-hour dark cycle at macroenvironmental temperature and humidity ranges of 20 to 22 °C and 40 to 60%, respectively, and had free access to sterile water and pellet food, Oriental MF diet (Oriental Yeast, consisting of 23.6% (v/v) protein, 5.3% fat, 54.4% nitrogen-free extract, 6.1% ash, 2.9% fiber, and 7.7% water), unless otherwise indicated. C57BL/6 J mice were purchased from Oriental Yeast, and BKS.Cg-+ *Lepr*^*db*^/+ *Lepr*^*db*^/Jcl (*db/db*) mice from CLEA Japan^26^. Tissue-specific *Akt1*/*2* knockout mice were generated following a previous report:^48^ *Akt1*-floxed^49^, and *Akt2*-floxed mice^23^ were crossed with *Mlc1f*-Cre knock-in mice^28^, and subsequently crossed with *Foxo1*-floxed^19^ and *Foxo4*-floxed mice^50^ or with *Tsc2*-floxed mice^51^. Male mice were subjected to experiments, unless otherwise indicated. Body weight and blood glucose levels were matched among groups in experiments allocating mice to different interventions. Experiments in an *ad libitum*-fed state were performed immediately after the beginning of the light cycle. For monitoring food intake, mice were kept in individual cages for 24 hours. In caloric restriction experiments, 60% of the monitored food intake was given every another day^52^. To generate a diet-induced obesity model, we fed mice with High Fat Diet 32 (CLEA Japan, consisting of 25.5% protein, 32.0% fat, 29.4% nitrogen-free extract, 4.0% ash, 2.9% fiber, and 6.2% water) from the age of 10 weeks. The animal care and experimental procedures were approved by the Animal Care Committee of the Graduate School of Medicine, the University of Tokyo. All relevant ethical guidelines were followed.

### Metabolic studies

Mice were anesthetized for analysis of body composition by dual-energy X-ray absorptiometry with a LUNAR PixiMus2 scanner (GE Healthcare)^53^, and for analysis of body composition and bone mineral contents by CT scanning with Latheta LCT-200 (Hitachi). For insulin tolerance tests (ITTs), mice received intraperitoneal administration of human insulin (Humalin R; Eli Lilly) in an *ad libitum*-fed state. For intraperitoneal glucose tolerance tests (IPGTTs), mice received intraperitoneal administration of glucose after an overnight fast. Blood glucose levels were measured using Glutest Every (Sanwa Kagaku Kenkyusho) at the indicated time points. Blood ketone bodies were measured using FreeStyle Presicion Neo (Abbott). Plasma alanine levels (Biowest) and plasma-free fatty acid levels (Wako) were measured using the corresponding enzyme-based quantification kit. ATP contents were analyzed using ATPLite (Perkin Elmer), according to the manufacturer’s instruction. The investigators were blinded to the genotype of mice or intervention to which mice were subjected when assessing metabolic phenotypes.

### Glucose uptake assay ex vivo

After excision of skeletal muscle, the tendon on each side were ligated using a silk surgical thread, and the muscle was set across a plastic holder. After pre-incubation in 2 mM pyruvate in Krebs-Ringer bicarbonate HEPES buffer with 0.2% bovine serum albumin (KRBH/BSA) for 30 minutes at 37 °C, the muscle was incubated with 1 mM 2-deoxyglucose (2-DG), 1mM L-Glucose (LG), and 10 nM insulin in KRBH/BSA in a glass vial for 10 minutes at 30 °C, followed by incubation at 30 °C for another 10 min after addition of 2-DG[14 C] (final concentration: 0.5 μCi/mL, 1 mM) and LG[3H] (5 μCi/mL, 1 mM) (American Radiolabeled Chemicals). The samples and buffers were continuously gassed with 95% O2-5% CO2. After washing with chilled KRBH/BSA, the muscle was resolved in 5 M NaOH overnight at room temperature, followed by the addition of HCl, methanol, and ACSII (Amersham). The 14 C and 3H specific activities were counted using a liquid scintillation counter (Packard Instrument), and the non-specific uptake of LG was subtracted from the total uptake of 2-DG, following a previous report^54^.

### Motor function studies

Grip strength was measured using a traction meter (BS-TM-RM; BrainScience idea) by pulling a mouse on the mesh plate backward with the tail, and the average of three-time measurements was adjusted by body weight. For assessment of exercise duration, mice were subjected to running on a treadmill (MK-680C; Muromachi Kikai) for 900 seconds at a speed of 15 m/minute, and the number of times in which the mouse was unable to avoid electrical shocks were counted^55^. 900 seconds were divided by the count of electrical shocks, yielding the mean exercise duration in seconds. In the exercise tolerance test, mice were subjected to running on the treadmill without electrical shocks at a speed of 15 m/minute with a gradient of 14 degrees for 900 seconds in the older mice, just as in assessment of exercise duration and for extended duration of 3600 seconds in the younger mice.

### Survival

To follow up survival, multiple mice were housed in a cage with free access to sterile water and food. Dead bodies were retrieved, whose dead body weight was measured, followed by dissection for identification of the cause of death. Those with apparent tumor, lymph node swelling, hemorrhagic ascites, or hemorrhagic pleural effusion were judged to have died from tumor, whereas those with other macroscopic findings, including splenomegaly, hemorrhage, and skin injury, were judged to have died from other causes. Those without any macroscopic findings and with dead body weight less than 20 g, equivalent to the 10 percentile of body weight of the control mice, were judged to have died from debilitation.

### Chemical treatment

Streptozotocin (SIGMA) was diluted in citrate sodium buffer, and administered intraperitoneally at the dose of 150 mg/kg of body weight (BW) twice with an interval of 4 days^26^. Mice were used for experiments 4 weeks after the treatments. Leupeptin (Wako) was diluted in phosphate-buffered saline, and administered intraperitoneally at the dose of 40 mg/kg of BW 4 h before sacrifice^56^. Calcein (Dojindo) was diluted in NaHCO3 solution, and administered subcutaneously at the dose of 8 mg/kg of BW twice, 8 days and 2 days before sacrifice^57^. AS1842856, or 5-amino-7-(cyclohexylamino)−1-ethyl-6-fluoro-4-oxo-1,4-dihydroquinoline-3-carboxylic acid (Universal Biologicals), was diluted in 6% β-cyclodextrin (Sigma), and administered orally at the dose of 100 mg/kg of BW^32^ once daily for 4 weeks.

### Culture of calvarial cells

For isolation of neonatal murine calvarial cells, calvaria were dissected from neonatal mice and digested in a digestion solution, in which 1 mg/mL of collagenase type I (Wako) and 2 mg/mL of dispase II (Wako) were dissolved in α-MEM (Gibco). Isolated cells were cultured in α-MEM containing 10% fetal bovine serum and seeded in a culture dish (10 cm dish for one mouse). After incubation for 2 days, cells were resuspended in an osteogenic medium (50 mg/mL ascorbic acid, 10 nM dexamethasone and 10 mM β-glycerophosphate) and seeded in 24-well plates (1.0 × 10^4^ cells per well). The culture medium was changed every third day. For ALP staining and Alizarin Red S staining, cultured cells were fixed with 4% paraformaldehyde (PFA) for 15 min on ice, and then stained for 15 min in room temperature with ALP staining solution (Napthol AS-MX phosphatase, 0.06 mg/mL; N,N-dimethylformamide, 1%; and Fast blue BB salt, 1 mg/mL, in 0.1 M Tris-HCl, pH 8.0), or with Alizarin Red S solution (0.02 g/mL, pH 4.2). In either staining, the staining solution was washed away with tap water, and stained cells were air dried, followed by microscopic observation^58^.

### Culture of melanoma cells and subcutaneous transplantation

B16F1 cells (ATCC CRL-6323), a melanoma cell line, were cultured in DMEM (Sigma) supplemented with 10% FBS (Biowest), without authentication thereafter. Expanded cells were resuspended in phosphate-buffered saline, and 0.2 mL of the suspension, containing 1 × 10^6^ cells, was injected into the back of mice subcutaneously^59^. The greatest diameter of tumor was measured with an analog caliper (Niigata Seiki).

### Gene expression analysis

RNeasy Mini Kit was used to prepare total RNA from mouse tissues, using homogenates of frozen tissues in RLT Buffer after incubation with Proteinase K (both from Qiagen). Reverse-transcription reaction was carried out with a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems), after treatment with DNase (Promega). DNeasy Mini Kit (Qiagen) was used to prepare genomic and mitochondrial DNA from mouse tissues. Quantitative PCR analyzes were performed using ABI Prism 7900, with TaqMan Gene Expression Master Mix or Power SYBR Green PCR Master Mix (Applied Biosystems)^26^. The relative mRNA expression levels were normalized by the expression level of *Ppia3* (encoding Cyclophilin A), and the relative mitochondrial DNA copy number was normalized by the copy number of *Mapk1*. TaqMan probes were synthesized by Applied Biosystems: *Akt2*, forward TCGAGAGGACCTTCCATGTAGAC, reverse TGGATAGCCCGCATCCA, probe TCCAGATGAGAGGGAAGA; *Ppia3*, forward GGTCCTGGCATCTTGTCCAT, reverse CAGTCTTGGCAGTGCAGATAAAA, probe CTGGACCAAACACAAACGGTTCCCA. Inventoried TaqMan assays were synthesized by Applied Biosystems; *Adipoq*, Mm00456425_m1; *Akt1*, Mm00437443_m1; *Arg1*, Mm00475988_m1; *Atg12*, Mm00503201_m1; *Cat*, Mm00437992_m1; *Ccl2*, Mm00441242_m1; *Cpt1b*, Mm00487200_m1; *Emr1*, Mm00802529_m1; *Fgf21*, Mm00840165_g1; *Fis1*, Mm00481580_m1; *Foxo3*, Mm01185722_m1; *Foxo4*, Mm00840140_g1; *Hk2*, Mm00443385_m1; *Lep*, Mm00434759_m1; *Mfn2*, Mm00500120_m1; *Nppa*, Mm01255747_g1; *Nppb*, Mm01255770_g1; *Nrf1*, Mm01135606_m1; *Opa1*, Mm00453879_m1; *Pfkm*, Mm00445461_m1; *Ppara*, Mm00440939_m1; *Ppargc1a*, Mm01208835_m1; *Sod2*, Mm01313000_m1; *Slc2a4*, Mm01245502_m1; *Tfam*, Mm00447485_m1; *Tnf*, Mm99999068_m1; *Ucp1*, Mm01244861_m1.

### Primers

Primers for quantitative PCR analyzes were adopted from PrimerBank (http://pga.mgh.harvard.edu/primerbank/), unless otherwise described, except *Cox8b* and *Foxo1*, which were designed in Primer3 (http://bioinfo.ut.ee/primer3-0.4.0/). Oligonucleotides were synthesized by Invitrogen.

**Table:** 

Primers for RT-PCR (mRNA expression level)		
*Atg4a*^60^	Forward	CCCTCACACAACCCAGACTT
	Reverse	CCCCTGTGGTTGTCACTTCT
*Cox8b*	Forward	TGCGAAGTTCACAGTGGTTC
	Reverse	TGCTGCGGAGCTCTTTTTAT
*Fbxo32*	Forward	CAGCTTCGTGAGCGACCTC
	Reverse	GGCAGTCGAGAAGTCCAGTC
*Foxo1*	Forward	AAGAGCGTGCCCTACTTCAA
	Reverse	CAGGTCATCCTGCTCTGTCA
*Gdf11*	Forward	CTACCACCGAGACGGTCATAA
	Reverse	CCGAAGGTACACCCACAGTT
*Igf1* (circulating form)	Forward	GTGGACCGAGGGGCTTTTACTTC^61^
	Reverse	ACATTCTGTAGGTCTTGTTTCC^62^
*Igf1* (local form)	Forward	= *Igf1* (circulating form)
	Reverse	CGATAGGGACGGGGACTTC^62^
*Ink4a* (*Cdkn2a*)^63^	Forward	CGTACCCCGATTCAGGTGAT
	Reverse	TTGAGCAGAAGAGCTGCTACGT
*Map1lc3b*^64^	Forward	CGGAGCTTTGAACAAAGAGTG
	Reverse	TCTCTCACTCTCGTACACTTC
*Myh1*	Forward	CTCTTCCCGCTTTGGTAAGTT
	Reverse	CAGGAGCATTTCGATTAGATCCG
*Myh2*	Forward	TAAACGCAAGTGCCATTCCTG
	Reverse	GGGTCCGGGTAATAAGCTGG
*Myh4*	Forward	CCGCATCTGTAGGAAGGGG
	Reverse	GTGACCGAATTTGTACTGAGTGT
*Myh7*	Forward	GCTACGCTTCCTGGATGATCT
	Reverse	CCTCTTAGTGTTGACAGTCTTCC
*Ndufa8*	Forward	GGAGGAGGTGAAAGTCAGCTC
	Reverse	GCATGTTGGAGTAATCAAGGCAA
*Runx2*	Forward	AGAGTCAGATTACAGATCCCAGG
	Reverse	TGGCTCTTCTTACTGAGAGAGG
*Sirt1*	Forward	CAGCCGTCTCTGTGTCACAAA
	Reverse	GCACCGAGGAACTACCTGAT
*Sirt3*	Forward	ATCCCGGACTTCAGATCCCC
	Reverse	CAACATGAAAAAGGGCTTGGG
*Trim63*	Forward	CCAGGCTGCGAATCCCTAC
	Reverse	ATTTTCTCGTCTTCGTGTTCCTT
*Tsc2*	Forward	GAGCTGATTAACTCGGTGGTC
	Reverse	GGCCAGGTCCCTTTCTTCC
Primers for RT-PCR (DNA copy number)^65^		
*Mapk1*	Forward	GCTTATGATAATCTCAACAAAGTTCG
	Reverse	ATGTTCTCATGTCTGAAGCG
*mtCo2*	Forward	GCCGACTAAATCAAGCAACA
	Reverse	CAATGGGCATAAAGCTATGG

### RNA sequencing

Approximately 1 µg total RNA was subjected to rRNA removal using NEBNext rRNA Depletion Kit (NEB) and then construction of libraries using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB). The generated libraries were sequenced by NextSeq500 (Illumina) with paired-end, 37 bp reads. Basecall and demultiplexing were performed with bcl2fastq (v2.19.0, Illumina). The resulting raw reads were mapped to the mouse genome (mm10) using STAR (v2.6.2b)^66^, with default parameters and expressed genes were counted using RSEM (v1.3.1)^67^. Differential Expression analysis based on negative binomial distribution using regression models of normalized count data and *p* value adjustment by the Benjamini–Hochberg method were performed using DESeq2 (v1.30.0)^68^, and adjusted *p* value < 0.01 and *q* value < 0.05 were considered as significantly different.

Genes annotated with mitochondria, ubiquitin and autophagy were enriched using AmiGO database (http://amigo.geneontology.org/amigo). Gene set enrichment analysis was performed using GSEA v4.1.0^69^.

### Antibodies

Anti-dystrophin (ab15277, 1:100 for immunostaining) and anti-VDAC1 (ab15895, 1:1000 for western blotting hereinafter) antibodies were purchased from abcam; anti-pY (4G10, 1:1000) antibody was from Upstate; and the others, anti-p-Akt (9271, 1:1000), anti-Akt (9272, 1:1000), anti-p-AMPKα (2531, 1:1000), anti-AMPKα (2532, 1:1000), anti-p-AS160 (4288, 1:1000), anti-AS160 (2447, 1:1000), anti-p-FoxO1 (9461, 1:1000), anti-FoxO1 (9454, 1:1000), anti-FoxO4 (9472, 1:1000), anti-GAPDH (2118, 1:5000), anti-LC3B (2775, 1:1000), anti-p-mTOR (2971, 1:1000), anti-mTOR (2972, 1:1000), antibodies were from Cell Signaling. Secondary antibody for immunostaining (Alexa 594 Goat Anti-Rabbit; A11037, 1:400) was purchased from Invitrogen, and those for western blotting (HRP-linked Anti-Mouse [from Sheep] and Anti-Rabbit [from donkey]; NA931 and NA934 respectively, both 1:2000) were from GE Healthcare Life Sciences.

### Western blot analysis

Tissues were quickly excised and frozen in liquid nitrogen. For assessment of insulin signaling, mice were anesthetized and administered with 5 units of Humalin R from inferior vena cava. To prepare total lysates, frozen tissues were homogenized in the liver buffer, containing 25 mM Tris-HCl at pH 7.4, 10 mM sodium orthovanadate, 10 mM sodium pyrophosphate, 100 mM sodium fluoride, 10 mM EDTA, 10 mM EGTA, and COMPLETE (Roche), and subjected to ultracentrifugation using Optima LE-80K Ultracentrifuge (Beckman Coulter) and the 70.1Ti rotor (280000 g for 1 h). To prepare the mitochondrial fractions, fresh tissues were homogenized in 0.25 M sucrose buffer, containing 10 mM Tris-HCl at pH 7.4 and 1 mM EDTA, followed by centrifugation at 900 g for 10 minutes. The supernatant was subjected to centrifugation at 6000 g for 10 minutes, and the precipitates were resuspended in the liver buffer^26,70^. The samples were resolved on SDS-PAGE and transferred to Hybond-P membranes (GE Healthcare)^26^. The membranes were incubated with primary antibodies, after blocking with bovine serum albumin (Sigma) resolved in Tris Buffered Saline (TBS) with Triton X-100 (anti-pY, and anti-p-mTOR antibodies), blocking solution for DIG (Roche) diluted in TBS with Tween 20 (WAKO) (anti-p-Foxo1, anti-p-AS160, and anti-AS160 antibody), or skim milk (Wako) resolved in TBS with Triton X-100 (the other antibodies). Bound primary antibodies were detected with HRP-conjugated secondary antibodies, using ECL detection reagents (GE Healthcare). Exposed films (Fujifilm) were processed by OMAT10000 (Kodak). Uncropped and unprocessed images are shown in Supplementary Fig. 11.

### Histological analysis of skeletal muscle

For immunostaining, tissues were fixed with 4% PFA and embedded in paraffin. Sections were incubated with the primary antibody after blocking with goat serum resolved in TBS in Tween 20, followed by incubation with the secondary antibody. Immunostained slides were observed using a fluorescence microscope BZ-X700 (Keyence) and cross-sectional areas of myofibers were analyzed by the BZ-H3C/Hybrid Cell Count Module (Keyence). For ATPase staining, tissues were rapidly frozen in liquid nitrogen-cooled isopentane, and transverse serial sections were incubated with barbital acetate solution at pH 4.11 or 10.43, followed by incubation with ATP incubating solution. For senescence-associated β-galactosidase staining, tissues were fixed in 4% PFA, followed by staining using the corresponding kit (K320-250; BioVision) according to the manufacturer’s instructions. Macroscopic images were acquired with Optio WG-2 (RICOH)^71^.

### Histological analysis of femurs

Femurs were fixed in 70% ethanol overnight, and the fixed distal left femurs were subjected to micro-CT scanning using a ScanXmate-L090 Scanner (Comscantechno) at 10.351 μm slices. The longitudinal images were analyzed using TRI/3D-BON software (RATOC Systems) for the calculation of structural indices. The fixed right femurs were embedded in glycol methacrylate after undecalcification, and 3 μm sections in the distal femur were longitudinally cut using a microtome (RM2255; Leica), followed by toluidine blue staining or von Kossa staining. The toluidine blue-stained sections were subjected to morphometric analyzes using a microscope (BX51; Olympus) and OsteoMeasure software (Osteometrics)^57^.

### Transmission electron microscopic analysis

Tissues were prefixed with 2% PFA and 2% glutaraldehyde in 30 mM HEPES buffer (pH 7.4) overnight at 4 °C, followed by post-fixation with an aldehyde OsO4 mixture (1.25% GA, 1% PFA, 0.32% K3[Fe(CN)6], and 1% OsO4 in 30 mM 9 HEPES buffer (pH 7.4)). Fixed samples were subjected to dehydration in ethanol series and then infiltrated with propylene oxide and embedded in Quetol 812 (Nisshin EM Corporation). Resin blocks were sectioned at 80 nm thicknesses with an ultramicrotome (Leica EM UC7; Leica), contrasted with uranyl acetate and lead citrate, and observed under a transmission electron microscope (JEM-1400; JEOL Ltd.)^72^. The percentage of mitophagy-like events was calculated following a previous report^73^.

### Statistics

Values of the data are expressed as mean ± SEM and statistical significance was set at *P* < 0.05, unless otherwise indicated. Statistical analyzes were performed using unpaired 2-tailed *t*-test, chi-square test with Yates’ correction, repeated measure analysis of variance, or one-way ANOVA (ANalysis Of VAriance) with post-hoc Tukey’s Honest Significant Difference (HSD). The survival rate of mice was summarized as a cumulative proportion with the Kaplan-Meier method and compared by use of the log-rank test. These analyzes were performed with EZ-R (version 4.0.3)^74^, and graphs were drawn with GraphPad Prism (version 7.02).

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

Data of RNA sequencing are deposited in a public data depository with the accession number provided in the manuscript (GEO accession: GSE199074). The authors declare that all other data supporting the findings of this study are available within the manuscript and its Supplementary Information files or are available from the authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Deletion of skeletal muscle Akt1/2 causes osteosarcopenia and reduces lifespan in mice
**Source:** Nat Commun. 2022 Oct 5;13:5655. doi: 10.1038/s41467-022-33008-2
**Supplement:** Supplementary file 1 — Supplementary Information

1                                    **Supplementary Information for**

2  
3                    **Deletion of skeletal muscle *Akt1/2* causes osteosarcopenia**  
4                    **and reduces lifespan in mice**

5  
6  
7                                    Sasako T, et al.

8  
9  
10    This PDF file includes Supplementary Figures 1 to 11

Supplementary Figure 1

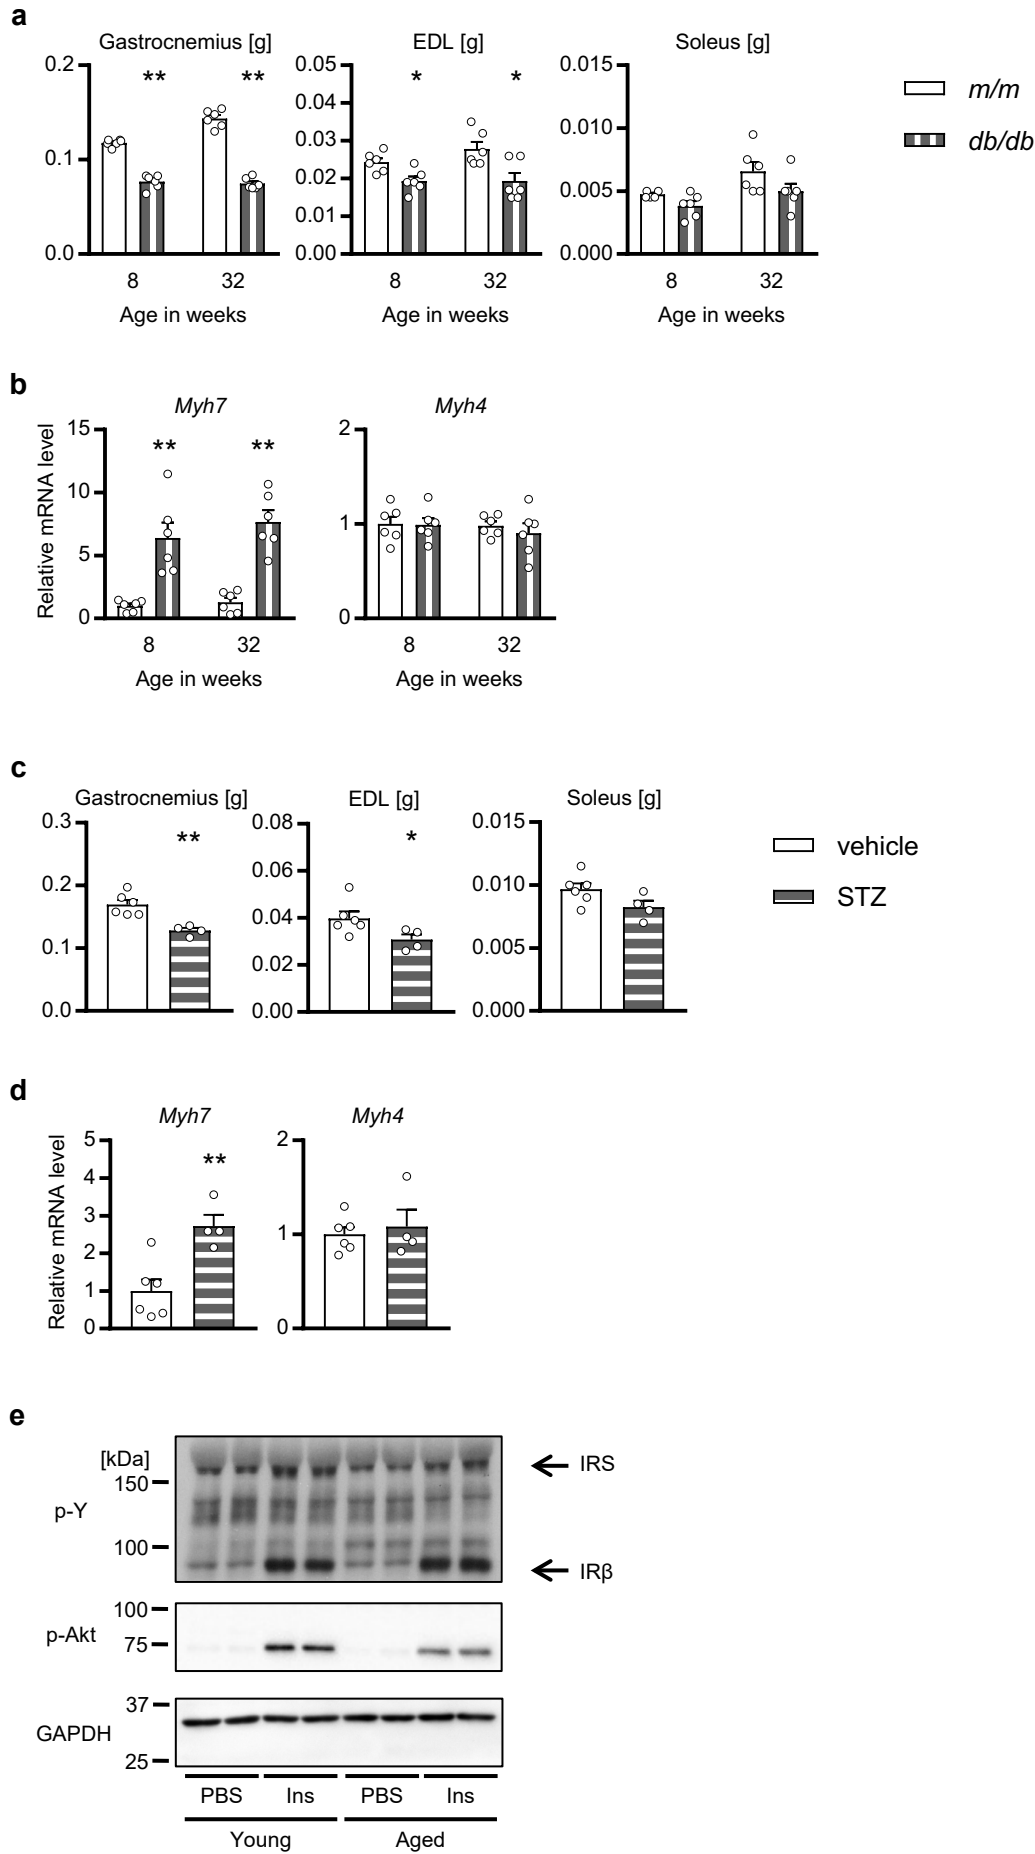

**Supplementary Fig. 1 Effects of diabetes and aging on skeletal muscle.**

**a-d**, (**a,c**) Skeletal muscle weight, and (**b,d**) gene expression of myofiber markers in EDL analyzed by RT-PCR of, (**a,b**) *db/db* mice at the age of the indicated weeks (n = 6 mice per group, as shown by the number of data points on the graph, same as below), and (**c,d**) wild type mice 4 weeks after treatment with streptozotocin (STZ) (n = 4 or 6 mice).

**e**, Representative images of western blotting to analyze insulin signaling in gastrocnemius of C57BL/6J mice at the age of 8 weeks (young) and 55 weeks (old) after treatment with insulin for 10 minutes. The experiments were repeated independently twice.

Values of the data are expressed as mean  $\pm$  SEM. IR $\beta$ : insulin receptor  $\beta$  subunit, IRS: insulin receptor substrates, \*P < 0.05, \*\*P < 0.01. Unpaired 2-tailed t-test was used for assessment, and the exact P values are provided in Supplementary Data 3.

Source data are provided as a Source Data file.

Supplementary Figure 2

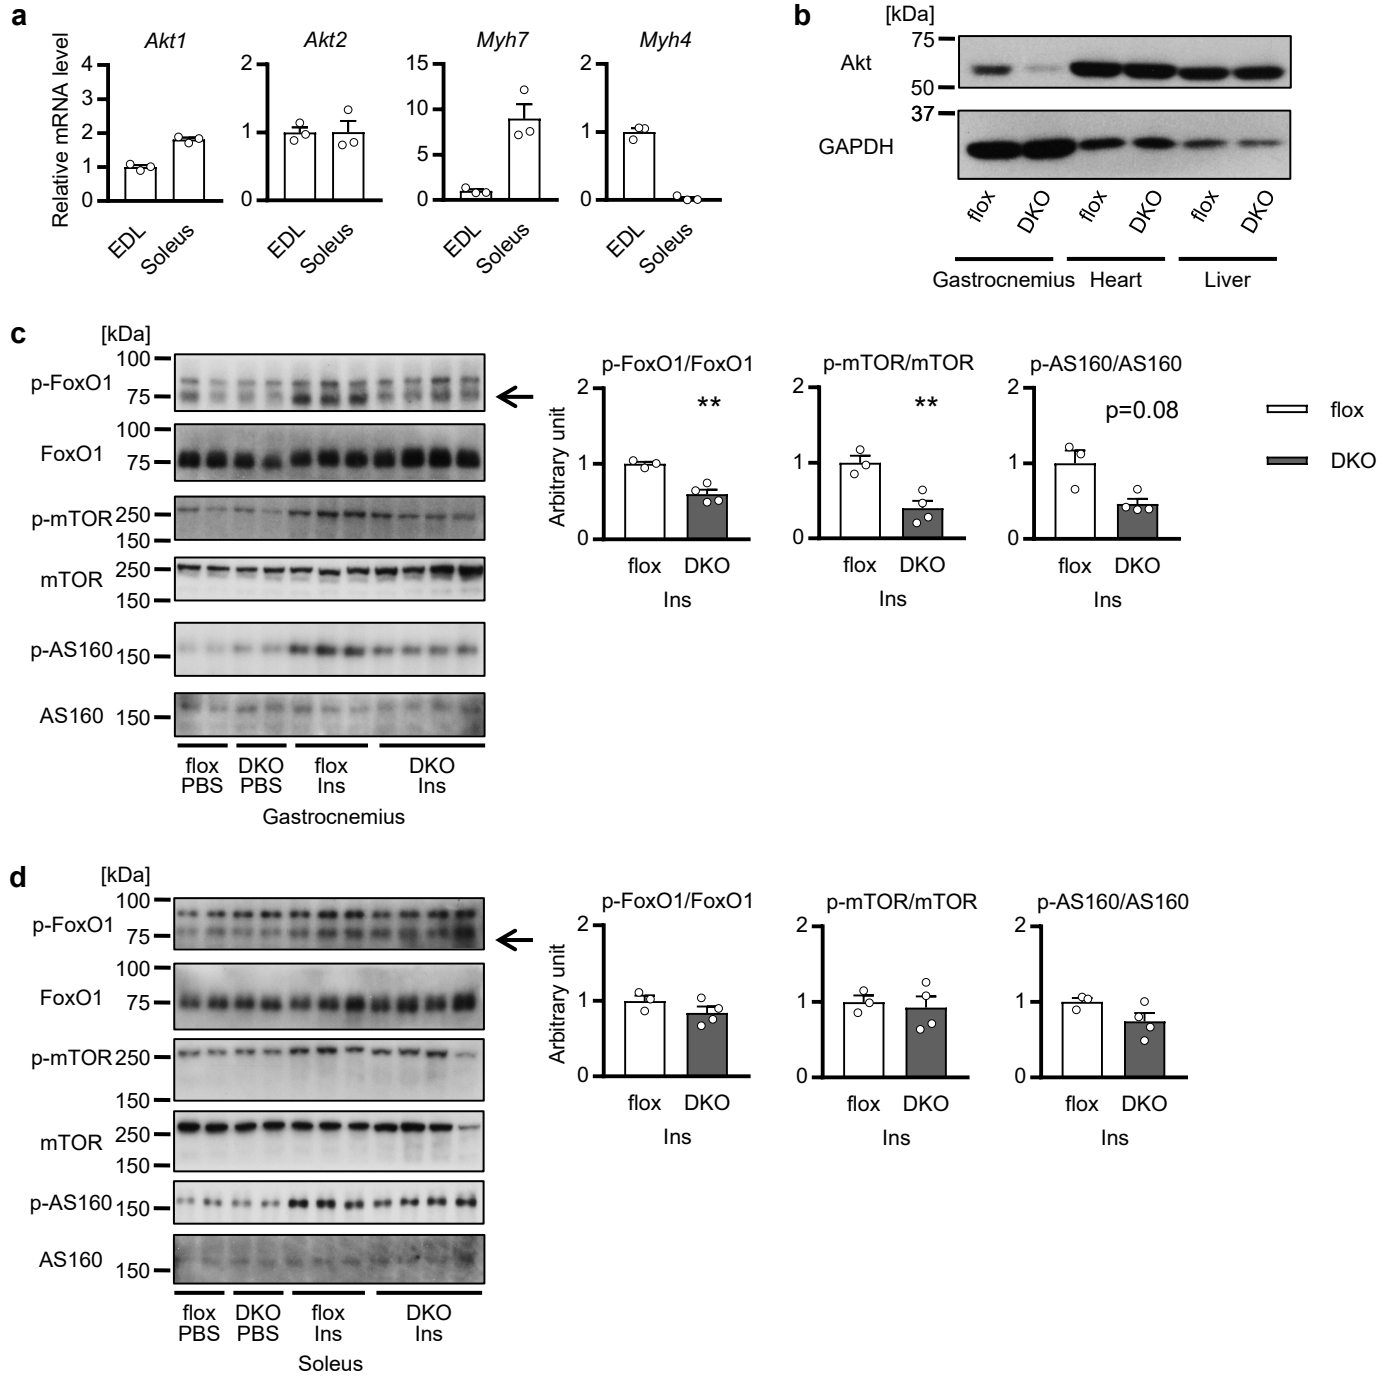

**Supplementary Fig. 2 Akt expression in the mAktDKO mice.**

**a**, Gene expression of Akt isoforms and myofiber markers in EDL and soleus of wild type mice at the age of 8 weeks analyzed by RT-PCR (n = 3 mice per group, as shown by the number of data points on the graph, same as below).

**b**, Representative images of western blotting to analyze expression of Akt protein in tissues of the mAktDKO mice at the age of 8 weeks. The experiments were repeated independently twice.

**c,d**, Insulin signaling in, (**c**) gastrocnemius, and (**d**) soleus, of the mAktDKO mice at the age of 8 weeks after treatment with insulin for 10 minutes analyzed by western blotting (n = 3 or 4 mice).

Values of the data are expressed as mean  $\pm$  SEM. \*\*P < 0.01. Unpaired 2-tailed t-test was used for assessment, and the exact P values are provided in Supplementary Data 3. Source data are provided as a Source Data file.

Supplementary Figure 3

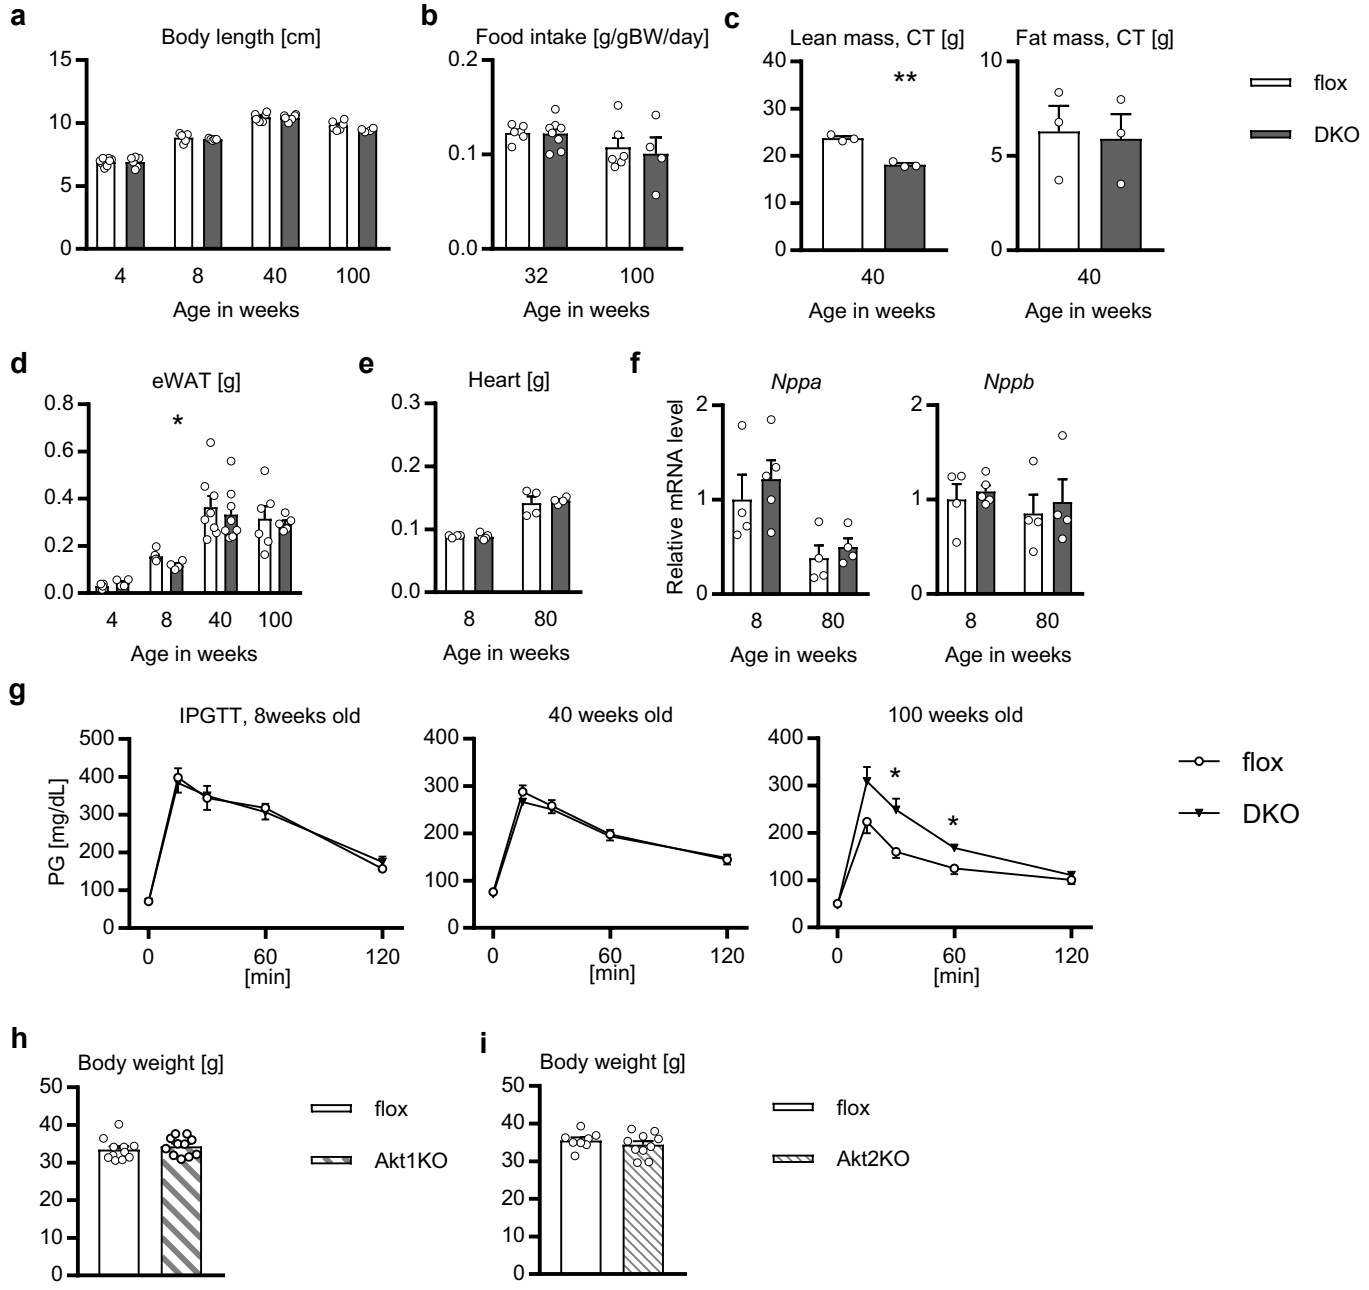

**Supplementary Fig. 3 Phenotypes of the mAktDKO mice.**

**a,b, (a)** Body length (n = 4, 5, 6, or 8 mice per group, as shown by the number of data points on the graph, same as below), and **(b)** food intake (n = 4, 6, or 8 mice), of the mAktDKO mice at the age of the indicated weeks.

**c,** Lean body mass and fat mass analyzed by CT scanning of the mAktDKO mice at the age of 40 weeks (n = 3 mice).

**d,** Tissue weight of the mAktDKO mice at the age of the indicated weeks (n = 4, 5, 6 or 8 mice). eWAT: epididymal white adipose.

**e-f, (e)** Heart weight, and **(f)** gene expression of natriuretic peptides in heart analyzed by RT-PCR, of the mAktDKO mice at the age of the indicated weeks (n = 4 or 5 mice).

**g,** Plasma glucose (PG) in glucose tolerance test (GTT) of the mAktDKO mice, after intraperitoneal injection of glucose (1.5 g/kg BW, 1.0 g/kg BW, and 2.0 g/kg BW, at the age of 8, 40, and 100 weeks, respectively) (n = 10 mice at the age of 8 weeks, n = 5 or 9 mice at the age of 40 weeks, and n = 4 or 9 mice at the age of 100 weeks).

**h,i, (h)** Body weight of, **(h)** the skeletal muscle-specific *Akt1* knockout mice at the age of 32 weeks (n = 11 mice), and **(i)** the skeletal muscle-specific *Akt2* knockout mice at the age of 32 weeks (n = 8 or 10 mice).

Values of the data are expressed as mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01. Unpaired 2-tailed t-test was used for assessment, and the exact P values are provided in Supplementary Data 3. Source data are provided as a Source Data file.

Supplementary Figure 4

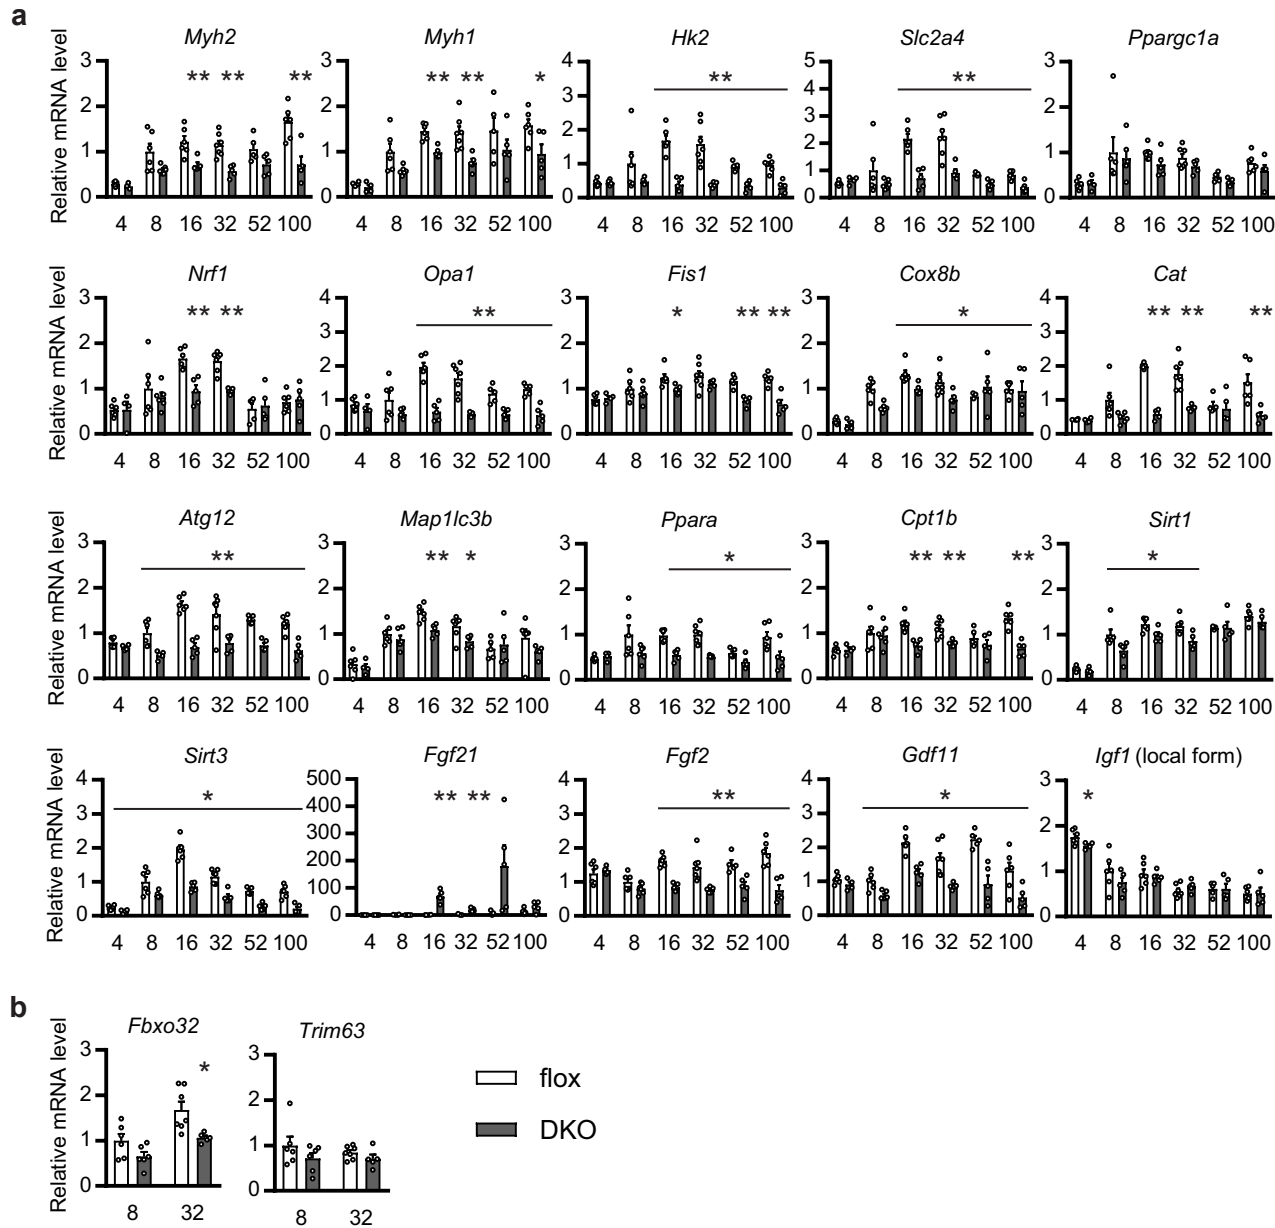

**Supplementary Fig. 4 Changes in gene expression of fast-twitch muscle of the mAktDKO mice.**

**a,b,** Gene expression of EDL of the mAktDKO mice at the age of the indicated weeks analyzed by RT-PCR ((**a**) n = 4, 5, 6 or 7 mice per group, and (**b**) n = 5, 6 or 7 mice, as shown by the number of data points on the graph).

Values of the data are expressed as mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01. Unpaired 2-tailed t-test was used for assessment, and the exact P values are provided in Supplementary Data 3. Source data are provided as a Source Data file.

Supplementary Figure 5

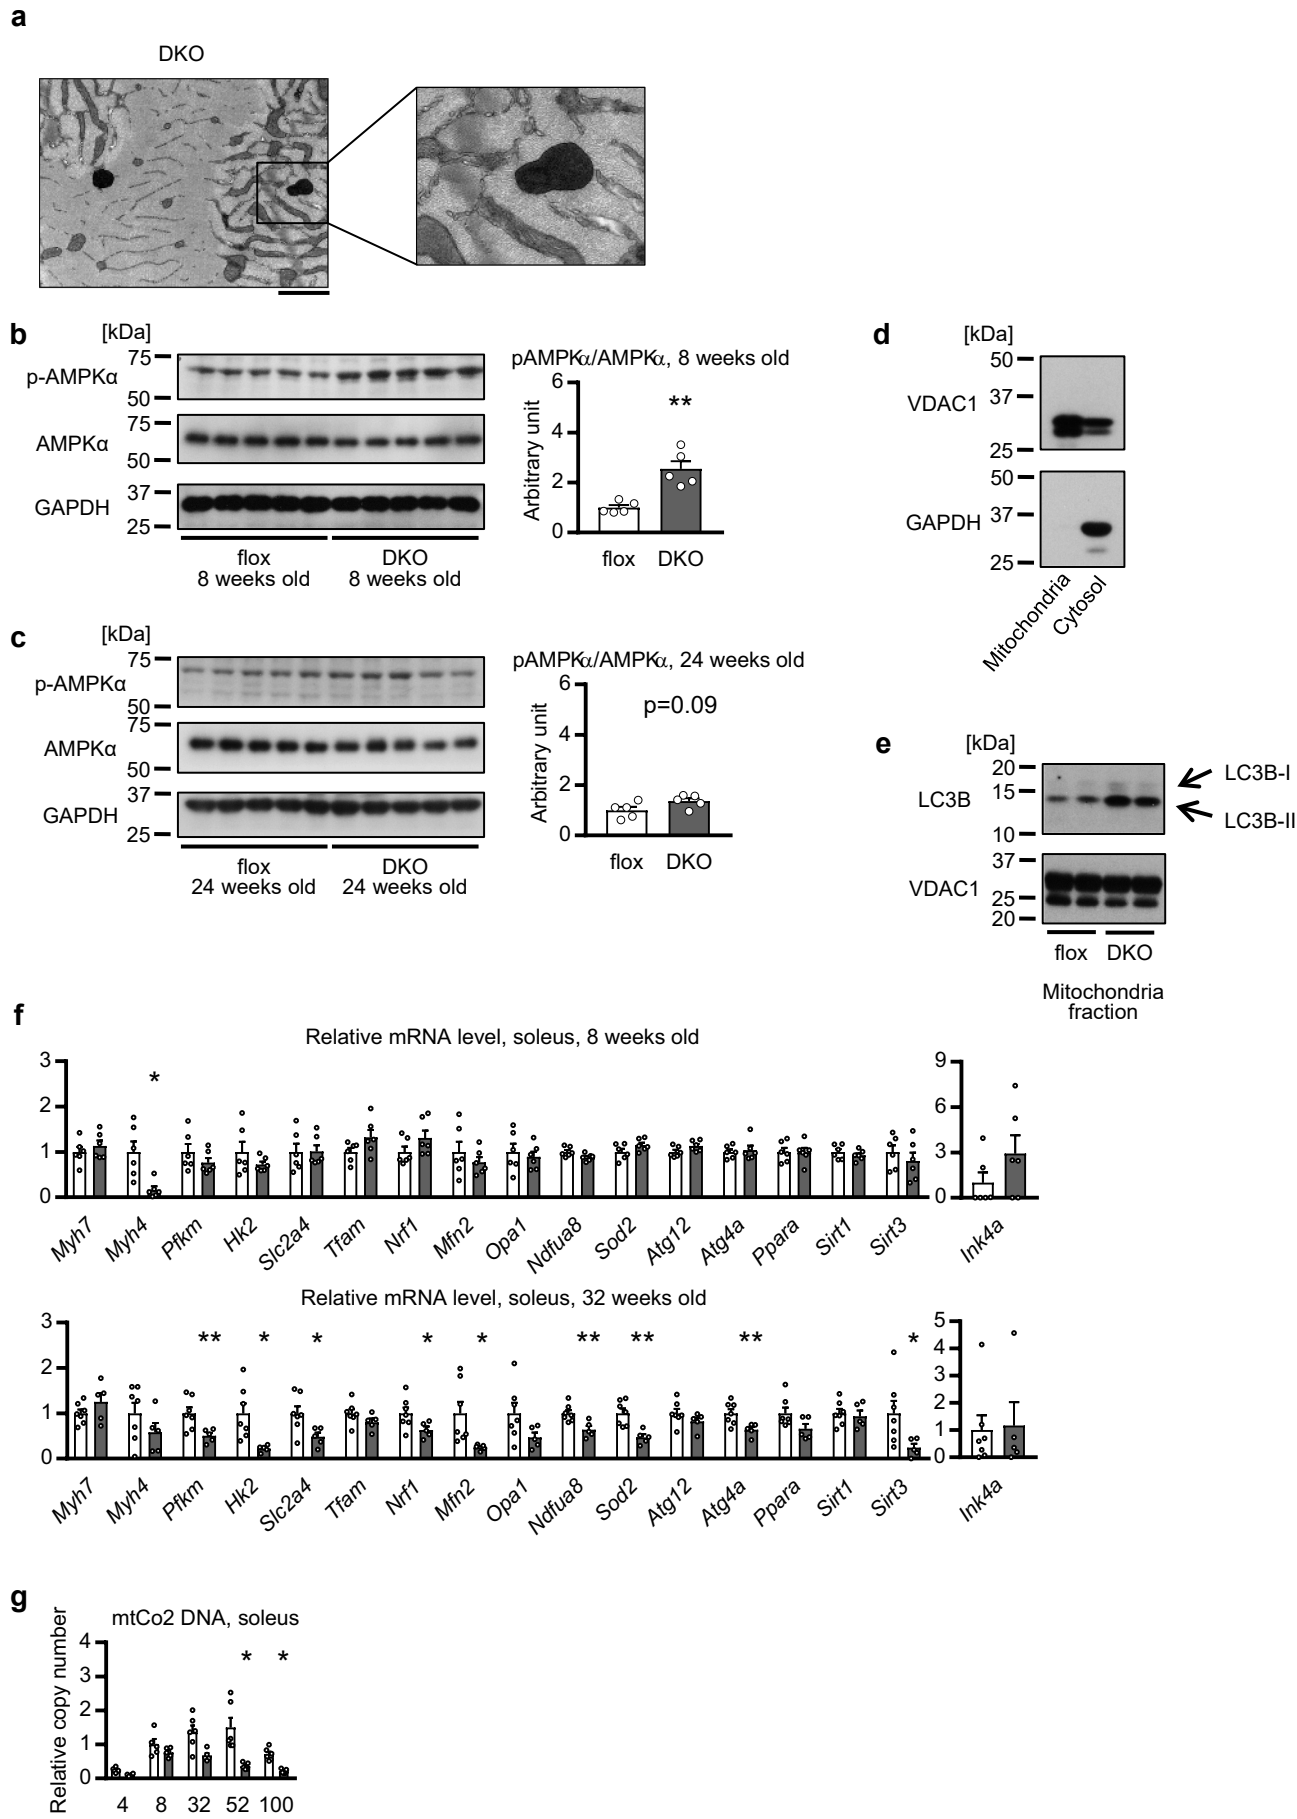

**Supplementary Fig. 5 Mechanisms underlying the phenotypes of the mAktDKO mice.**

**a**, Electron microscopic images of vertical sectioning of EDL of the mAktDKO mice at the age of 60 weeks, which was replicated in 3 mice. Scale bar: 1  $\mu$ m.

**b,c**, Western blotting of gastrocnemius after exercise for, **(b)** 60 minutes at the age of 8 weeks, and **(c)** 15 minutes at the age of 24 weeks (n = 5 mice per group, as shown by the number of data points on the graph, same as below).

**d,e**, Representative images of western blotting of gastrocnemius, **(d)** to validate isolation of mitochondrial fraction in wild-type mice, and **(e)** to examine an autophagy-related protein in mitochondrial fraction at the age of 60 weeks. The experiments were repeated independently twice.

**f,g**, **(f)** Gene expression, and **(g)** DNA copy number, of soleus at the age of the indicated weeks analyzed by RT-PCR (**(f)** n = 6 mice at the age of 8 weeks, and n = 5 or 7 mice at the age of 32 weeks, and **(g)** n = 4, 5, or 6 mice).

Values of the data are expressed as mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01. Unpaired 2-tailed t-test was used for assessment, and the exact P values are provided in Supplementary Data 3. Source data are provided as a Source Data file.

Supplementary Figure 6

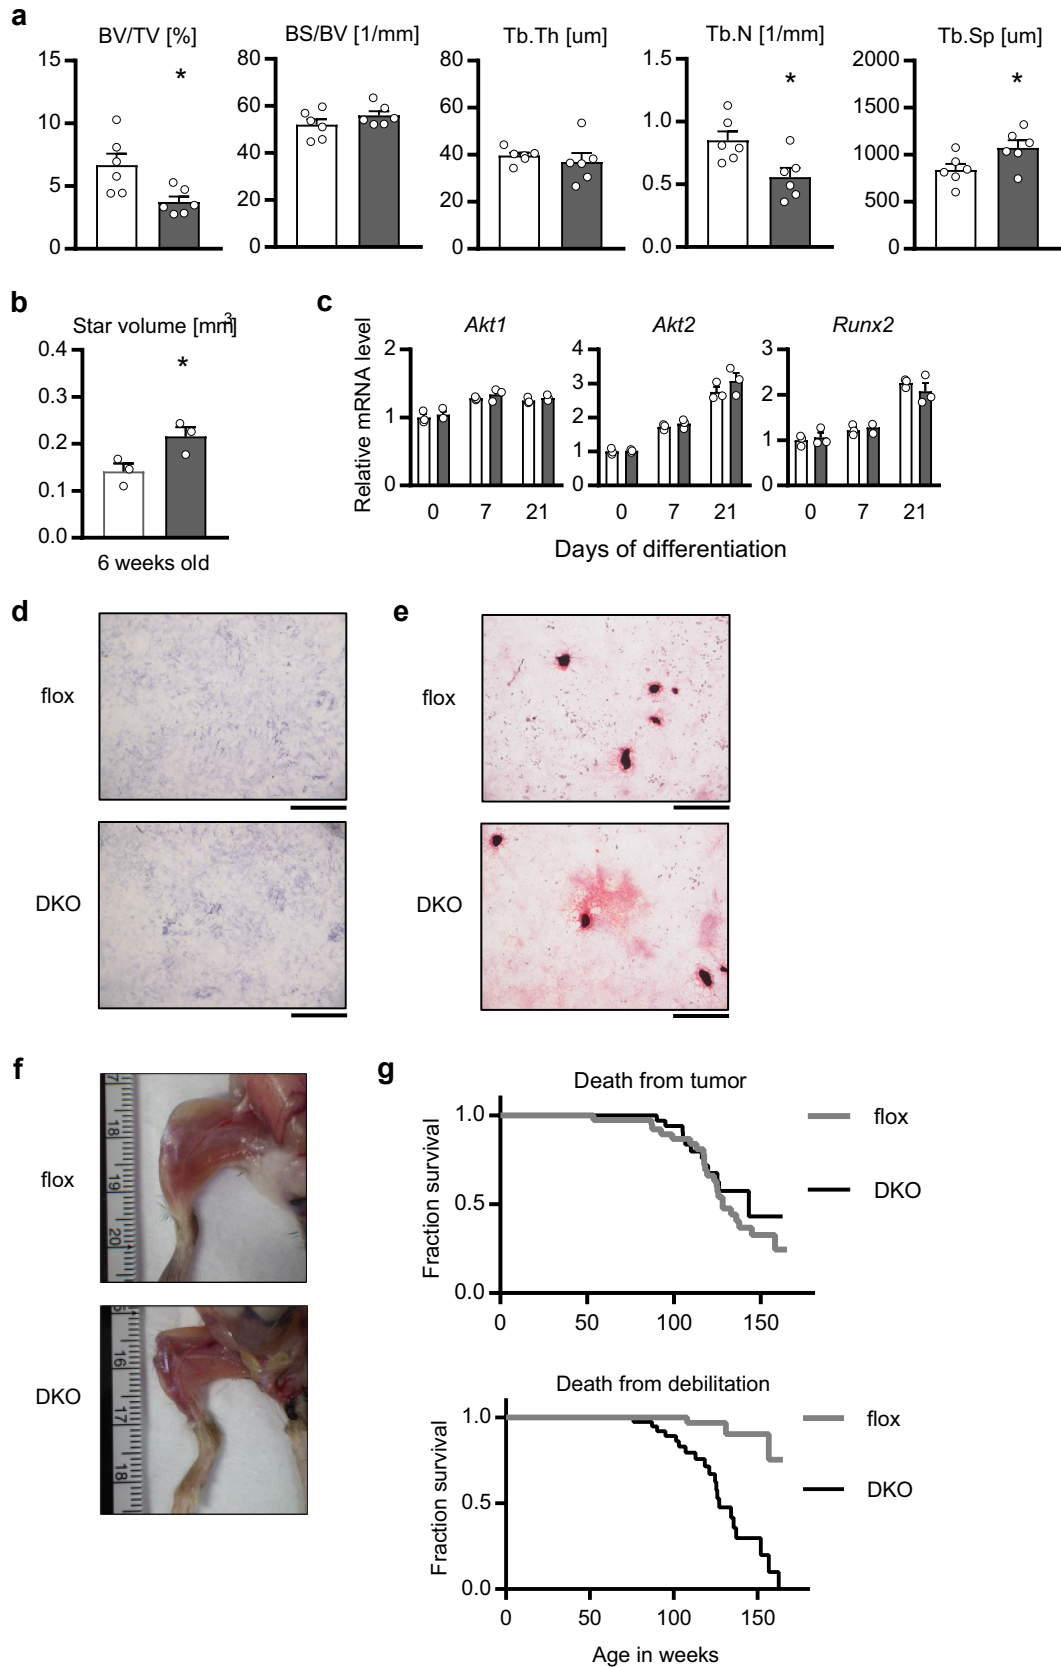

**Supplementary Fig. 6 Bone-associated and systemic phenotypes of the mAktDKO mice.**

**a**, Trabecular structure parameters analyzed by micro-CT scanning of femur of the mAktDKO mice at the age of 52 weeks (n = 6 mice per group, as shown by the number of data points on the graph, same as below). BV/TV: bone volume/tissue volume, BS/BV: bone surface/bone volume, Tb.Th: trabecular thickness, Tb.N: trabecular number, Tb.Sp: trabecular separation.

**b**, Analysis of osteoporosis by micro-CT scanning of femur at the age of 6 weeks (n = 3 mice).

**c**, Gene expression in isolated calvarial cells at the indicated days of differentiation to osteoblasts (n = 3 wells).

**d,e**, Analysis of isolated calvarial cells during differentiation by, **(d)** ALP staining at day 7, and **(e)** Alizarin Red staining at day 21. Scale bars: 1 mm.

**f**, Macroscopic image of lower limb of a dissected dead body.

**g**, Cause of death-specific Kaplan-Meire curves (n = 35 or 39 mice).

Values of the data are expressed as mean  $\pm$  SEM. \*P < 0.05. **(a-c)** Unpaired 2-tailed t-test was used for assessment, and the exact P values are provided in Supplementary Data 3. Source data are provided as a Source Data file.

Supplementary Figure 7

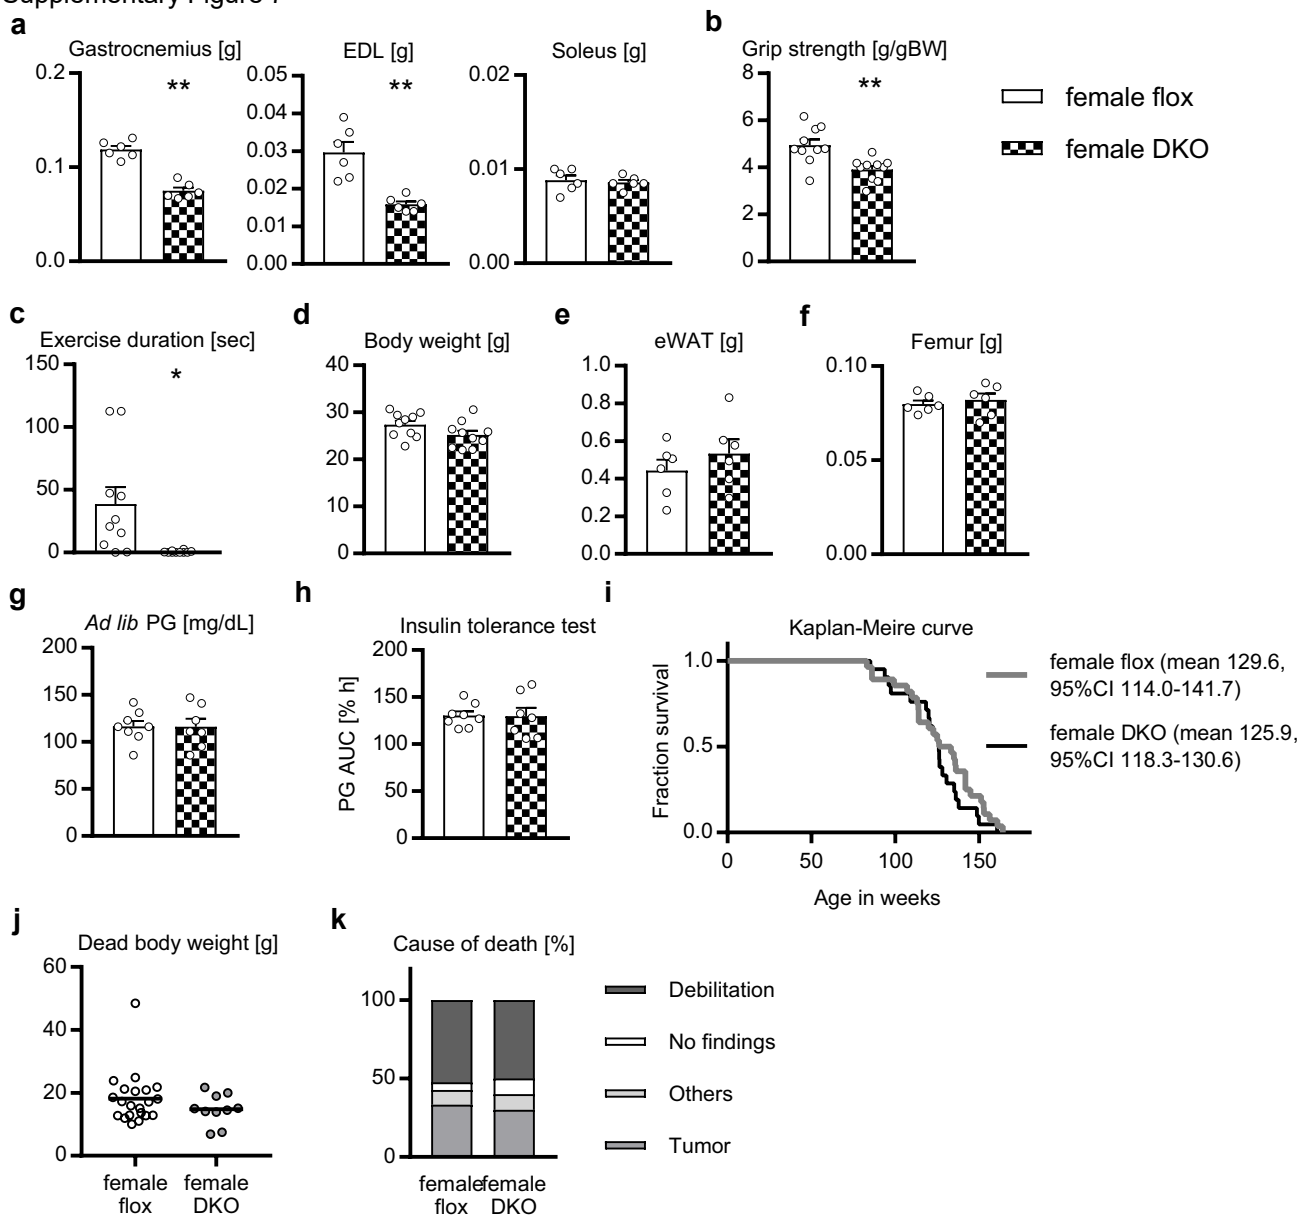

**Supplementary Fig. 7 Phenotypes of the female mAktDKO mice.**

**a-f, (a,e,f)** Tissue weight (n = 6 mice per group, as shown by the number of data points on the graph, same as below), **(b)** grip strength (n = 10 mice), **(c)** exercise duration (n = 10 mice), and **(d)** body weight (n = 10 mice), of the female mAktDKO mice at the age of 80 weeks. eWAT: epididymal white adipose.

**g,h, (g)** *Ad libitum* plasma glucose (PG) before insulin challenge, and **(h)** AUC of relative PG in ITT after intraperitoneal injection of human regular insulin (1.0 U/kg BW) at the age of 80 weeks (n = 7 or 8 mice).

**i**, Kaplan-Meire curve for survival (n = 21 or 28 mice).

**j,k, (j)** Scatter plot of dead body weight, and **(k)** cause of death, of mice whose dead body was retrieved without severe deterioration (n = 10 or 21 mice).

Values of the data are expressed as mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01. Unpaired 2-tailed t-test (**a-h,j**), logrank test (**i**), and Chi-square test with Yates' correction (**k**) were used for assessment, and the exact P values are provided in Supplementary Data 3. Source data are provided as a Source Data file.

Supplementary Figure 8

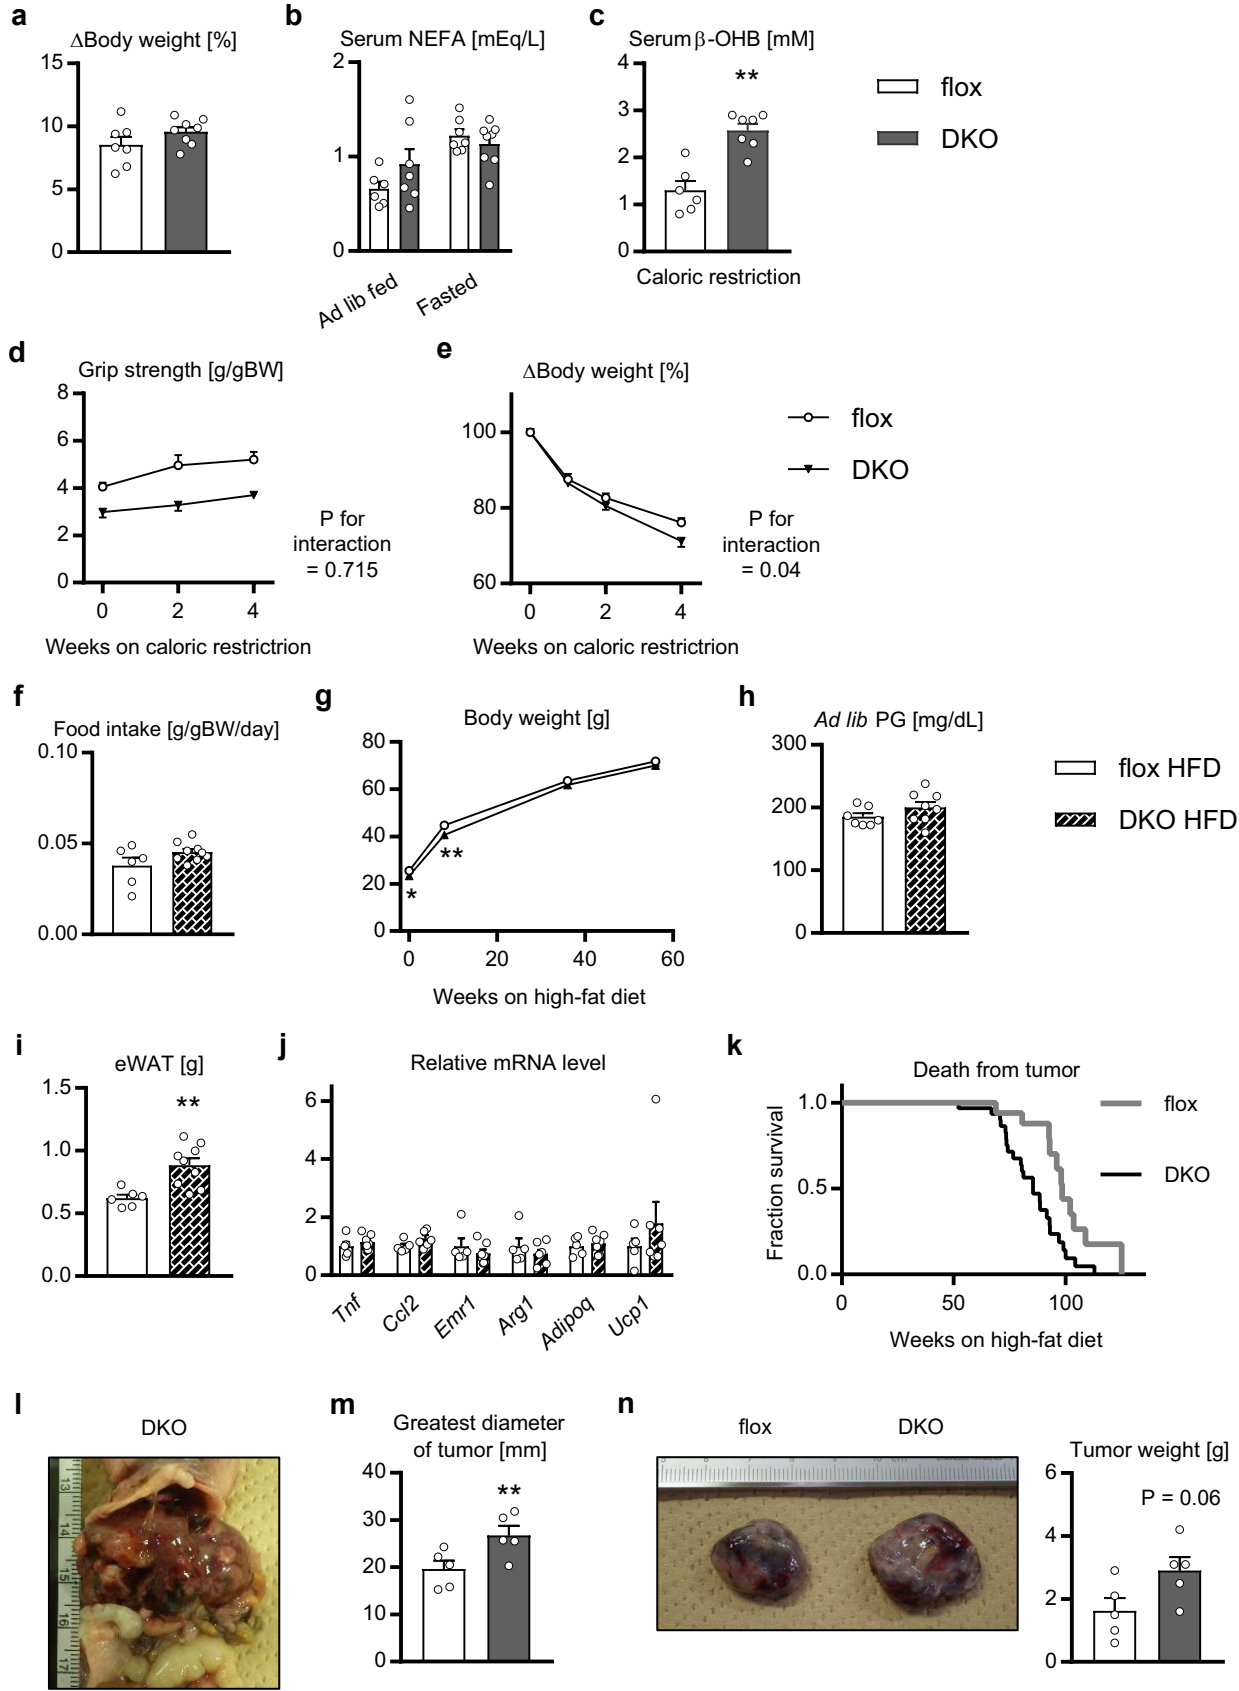

**Supplementary Fig. 8 Phenotypes of the mAktDKO mice in under- and over-nutrition.**

**a,b,** (a) Relative change in body weight during fasting for 24 hours (n = 7 or 8 per group, as shown by the number of data points on the graph, same as below), and (b) serum non-esterified fatty acid (NEFA) levels in the *ad libitum* fed state and in the fasted state for 24 hours (n = 6, 7 or 8 mice), of the mAktDKO mice at the age of 60 weeks.

**c,** Serum  $\beta$ -hydroxybutyrate ( $\beta$ -OHB) levels in the surviving mAktDKO mice at day 14 of caloric restriction (n = 6 or 7 mice).

**d,** Grip strength during caloric restriction of the surviving mAktDKO mice (n = 6 mice).

**e,** Relative change in body weight during caloric restriction of the surviving mAktDKO mice (n = 9 mice).

**f,** Food intake of the mAktDKO mice fed with high-fat diet for 40 weeks (n = 6 or 9 mice).

**g,** Body weight of the mAktDKO mice fed with high-fat diet, compared to the flox mice fed with high-fat diet, for the indicated weeks (n = 11 or 17 mice).

**h,** *Ad libitum* plasma glucose (PG) before insulin challenge of the mAktDKO mice fed with high-fat diet for 40 weeks (n = 7 or 8 mice).

**i,j,** (i) Weight (n = 6 or 9 mice), and (j) gene expression analyzed by RT-PCR (n = 5 or 7 mice), of epididymal white adipose tissue (eWAT) of the mAktDKO mice fed with high-fat diet for 40 weeks.

**k,** Cause of death-specific Kaplan-Meire curve for survival of the mAktDKO mice fed with high-fat diet (n = 16 or 28 mice).

**l,** Macroscopic image of liver tumor of a dissected mAktDKO mice.

149 **m,n, (m)** The greatest diameter of tumor, and **(n)** weight of excised tumor, were  
150 measured 3 weeks after subcutaneous transplantation of B16F1 cells ( $1 \times 10^6$   
151 cells/body) into the mAktDKO mice at the age of 90 weeks (n = 5 mice).  
152 Values of the data are expressed as mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01. HFD:  
153 high-fat diet. Unpaired 2-tailed t-test (**a-c,f-j,m,n**) and repeated measure analysis  
154 of variance (**d,e**) were used for assessment respectively, and the exact P values are  
155 provided in Supplementary Data 3. Source data are provided as a Source Data file.  
156

Supplementary Figure 9

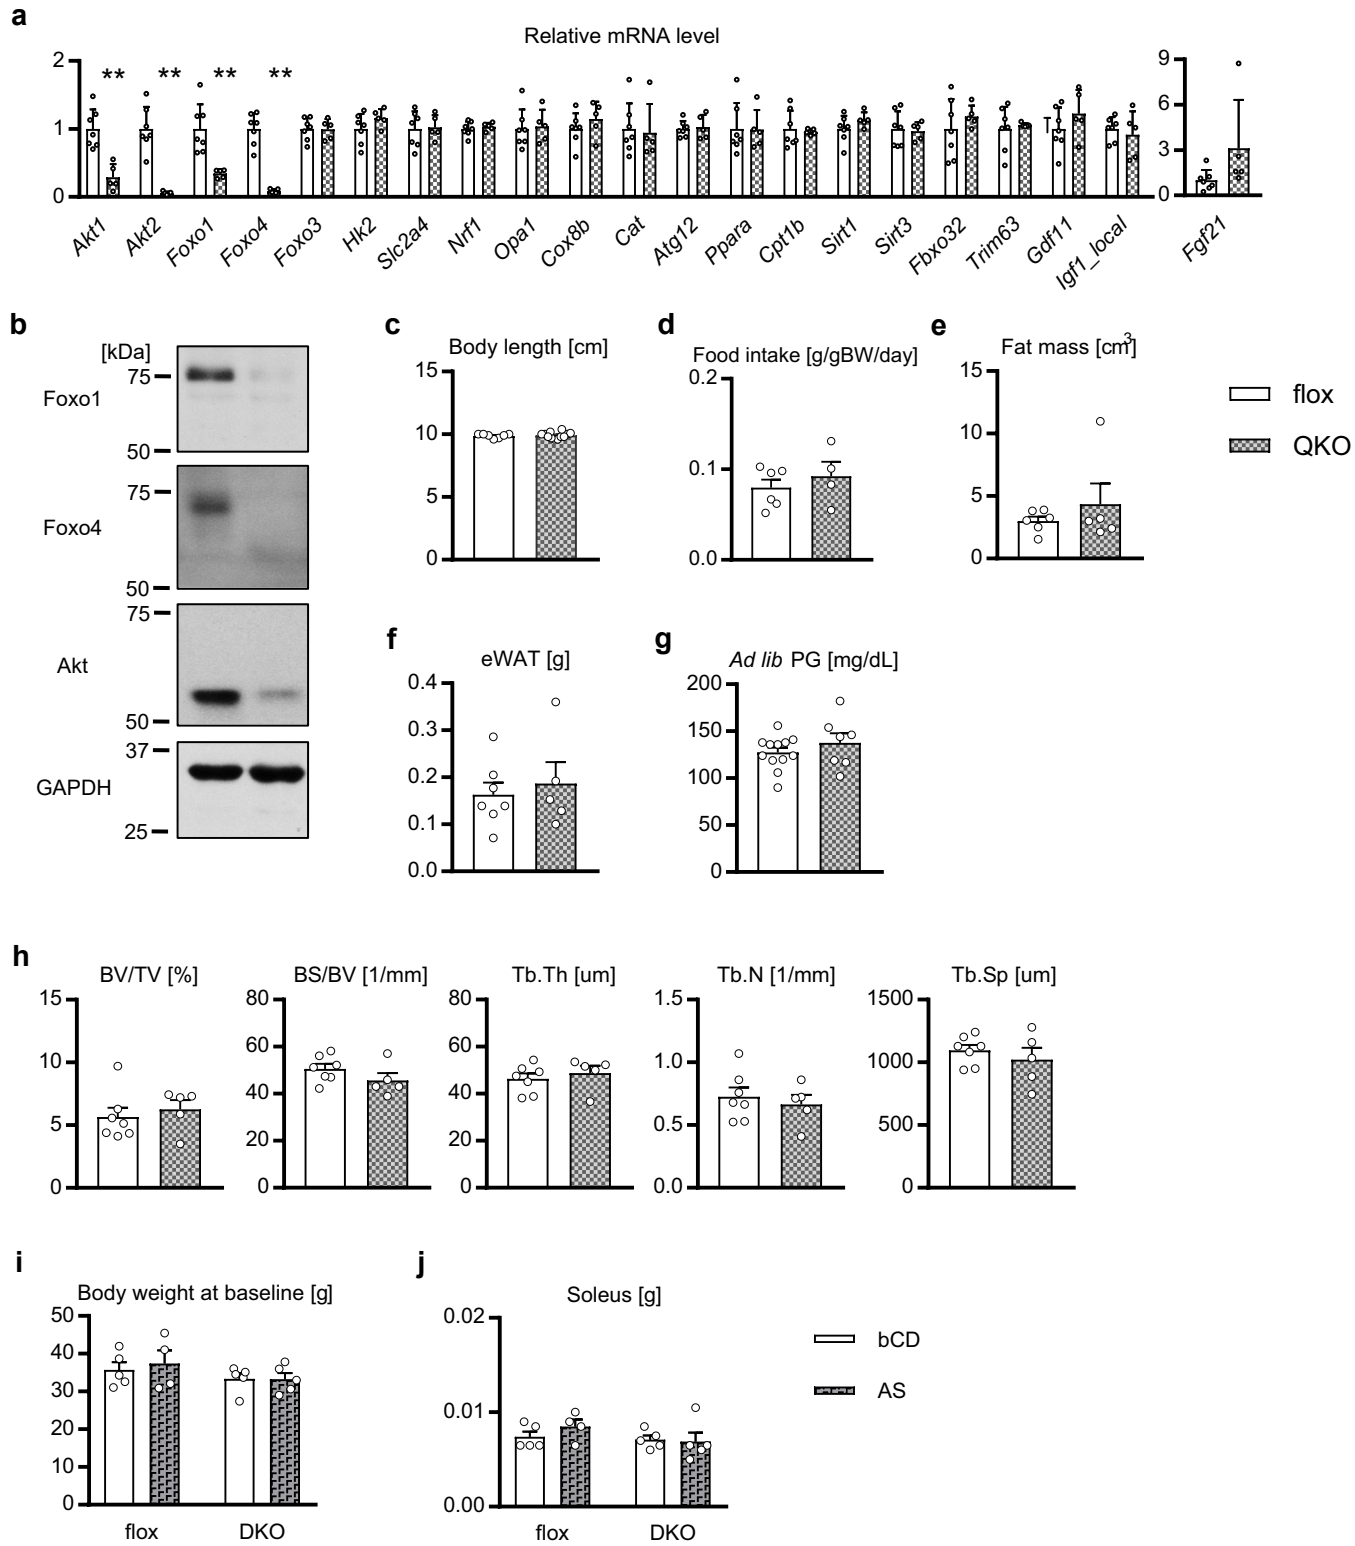

**Supplementary Fig. 9 Phenotypes of the mAkt/FoxoQKO mice.**

**a**, Gene expression of EDL of the mAkt/FoxoQKO mice at the age of 52 weeks analyzed by RT-PCR (n = 5 or 7 mice per group, as shown by the number of data points on the graph, same as below).

**b**, Representative images of western blotting to analyze expression of FoxO and Akt proteins in gastrocnemius of the mAkt/FoxoQKO mice at the age of 8 weeks. The experiments were repeated independently twice.

**c**, Body length of the mAkt/FoxoQKO mice at the age of 56 weeks (n = 7 or 12 mice).

**d**, Food intake of the mAkt/FoxoQKO mice at the age of 40 weeks (n = 4 or 6 mice).

**e**, Fat mass of the mAkt/FoxoQKO mice at the age of 52 weeks analyzed by systemic CT scanning (n = 5 or 6 mice).

**f**, Adipose tissue weight of the mAkt/FoxoQKO mice at the age of 52 weeks (n = 5 or 7 mice). eWAT: epididymal white adipose.

**g**, *Ad libitum* plasma glucose (PG) before insulin challenge of the mAkt/FoxoQKO mice at the age of 40 weeks (n = 7 or 12 mice).

**h**, Trabecular structure parameters analyzed by micro-CT scanning of femur of the mAkt/FoxoQKO mice at the age of 52 weeks (n = 5 or 7 mice). BV/TV: bone volume/tissue volume, BS/BV: bone surface/bone volume, Tb.Th: trabecular thickness, Tb.N: trabecular number, Tb.Sp: trabecular separation.

**i,j**, (i) Body weight at baseline, and (j) skeletal muscle weight, of the mAktDKO mice at the age of 90 weeks treated with AS1842856 at the dose of 100 mg/kg of BW for 4 weeks (n = 4 or 5 mice). bCD:  $\beta$ -cyclodextrin, AS: AS1842856.

Values of the data are expressed as mean  $\pm$  SEM. \*\*P < 0.01. Unpaired 2-tailed t-test was used for assessment respectively, and the exact P values are provided in Supplementary Data 3. Source data are provided as a Source Data file.

Supplementary Figure 10

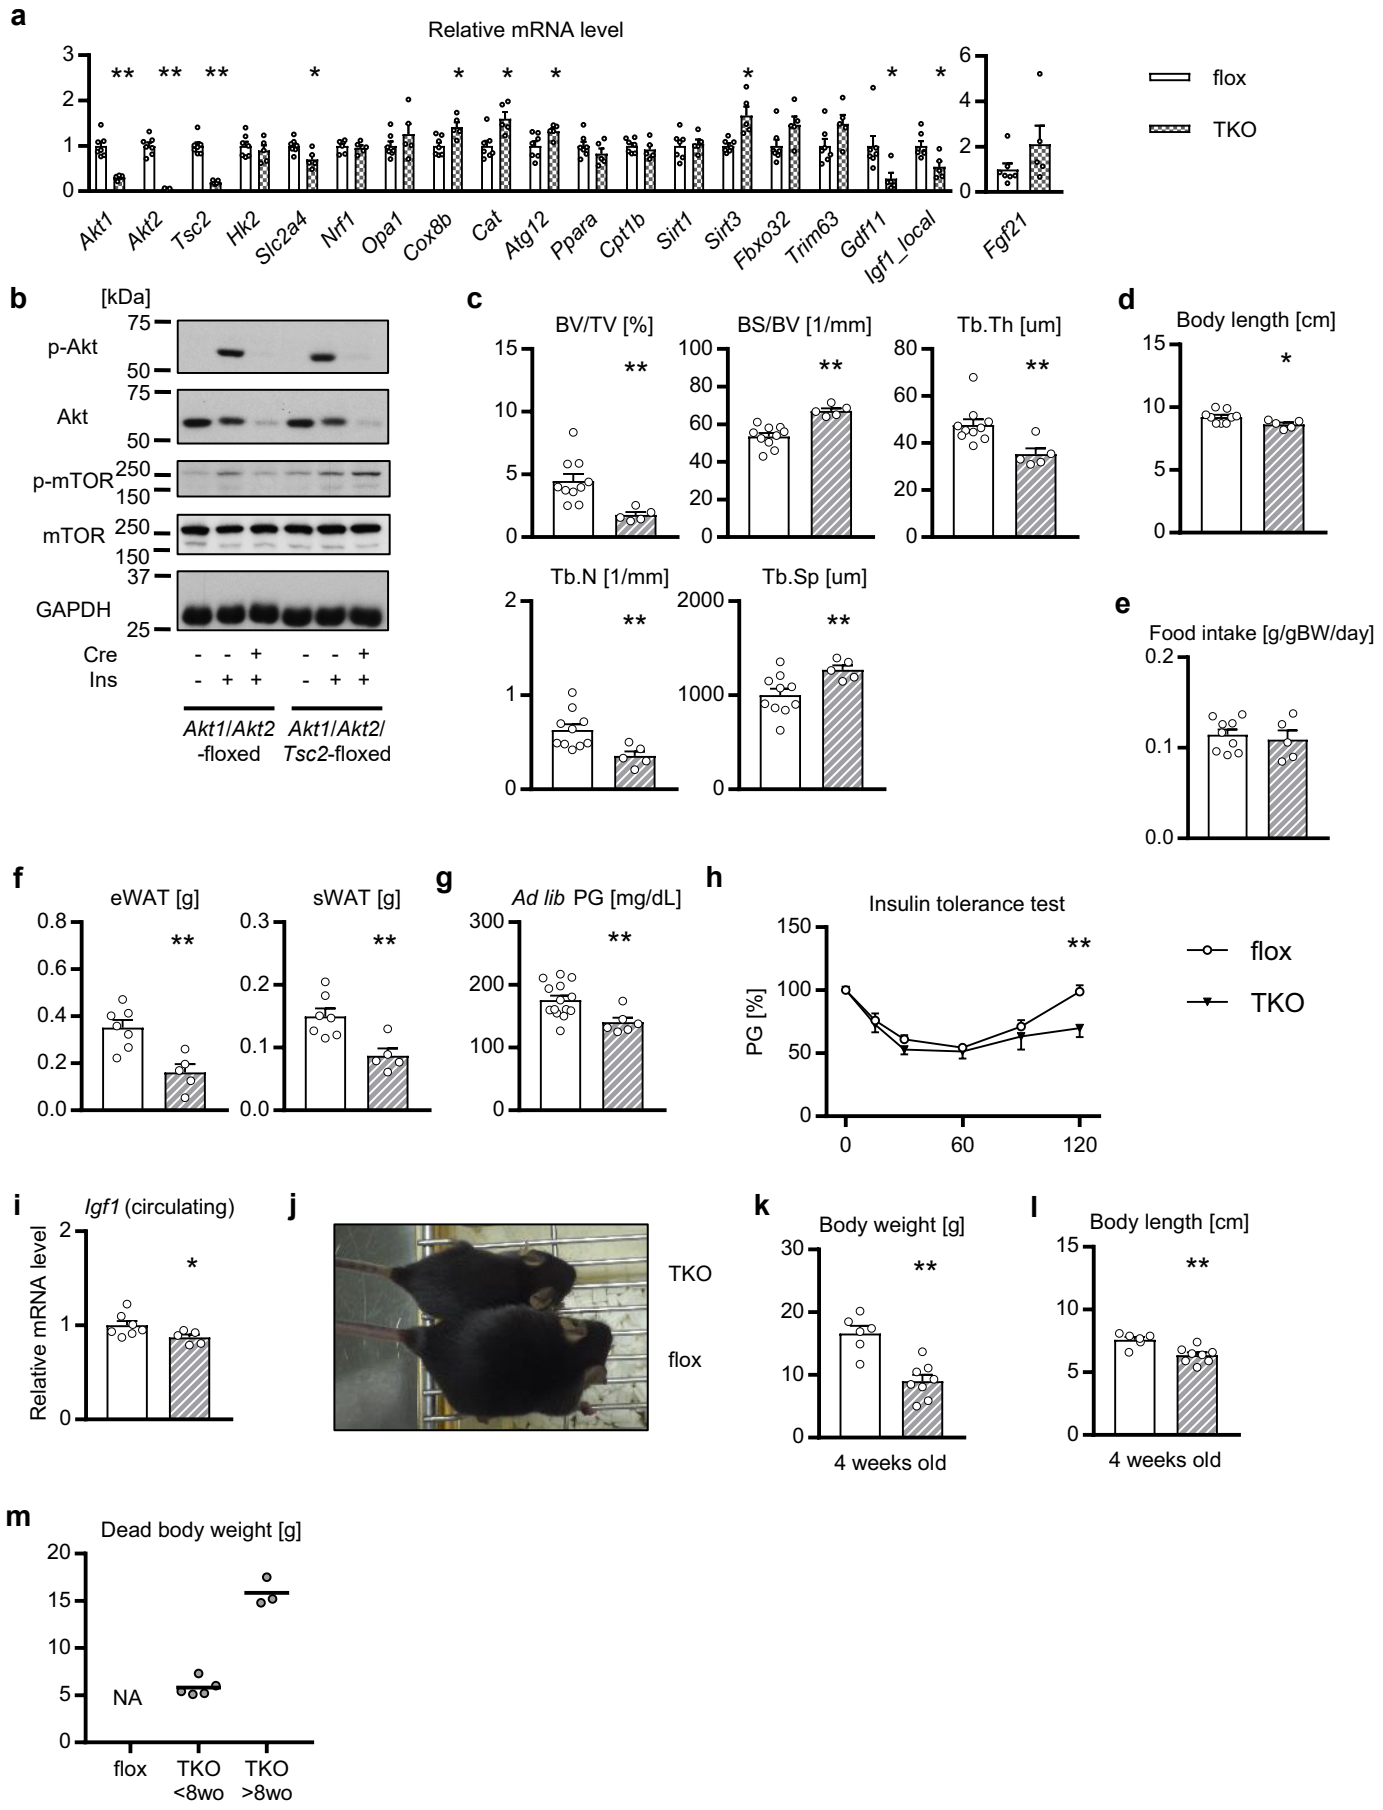

**Supplementary Fig. 10 Phenotypes of the mAkt/TscTKO mice.**

**a**, Gene expression of EDL of the mAkt/TscTKO mice at the age of 52 weeks analyzed by RT-PCR (n = 5 or 7 mice per group, as shown by the number of data points on the graph, same as below).

**b**, Representative images of western blotting to analyze insulin signaling in gastrocnemius at the age of 8 weeks. The experiments were repeated independently twice.

**c**, Trabecular structure parameters analyzed by micro-CT scanning of femur at the age of 52 weeks (n = 5 or 10 mice). BV/TV: bone volume/tissue volume, BS/BV: bone surface/bone volume, Tb.Th: trabecular thickness, Tb.N: trabecular number, Tb.Sp: trabecular separation.

**d-f**, **(d)** Body length (n = 5 or 9 mice), **(e)** food intake (n = 5 or 9 mice), and **(f)** tissue weight (n = 5 or 7 mice), at the age of 52 weeks. eWAT: epididymal white adipose tissue, sWAT: subcutaneous white adipose tissue.

**g,h**, **(g)** *Ad libitum* plasma glucose (PG) before insulin challenge, and **(h)** relative PG in ITT after intraperitoneal injection of human regular insulin (1.0 U/kg BW) at the age of 40 weeks (n = 6 or 14 mice).

**i**, Gene expression of the liver at the age of 52 weeks analyzed by RT-PCR (n = 5 or 7 mice).

**j-l**, **(j)** Macroscopic image of whole body, **(k)** body weight (n = 6 or 8 mice), **(l)** body length (n = 6 or 8 mice), at the age of 4 weeks.

**m**, Scatter plot of dead body weight of mice whose dead body was retrieved without severe deterioration (n = 3 or 5 mice). TKO <8wo: TKO mice dying earlier than 8 weeks, TKO >8wo: TKO mice surviving 8 weeks.

Values of the data are expressed as mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01. Unpaired

208 2-tailed t-test was used for assessment respectively, and the exact P values are  
209 provided in Supplementary Data 3. Source data are provided as a Source Data file.

210

Supplementary Figure 11

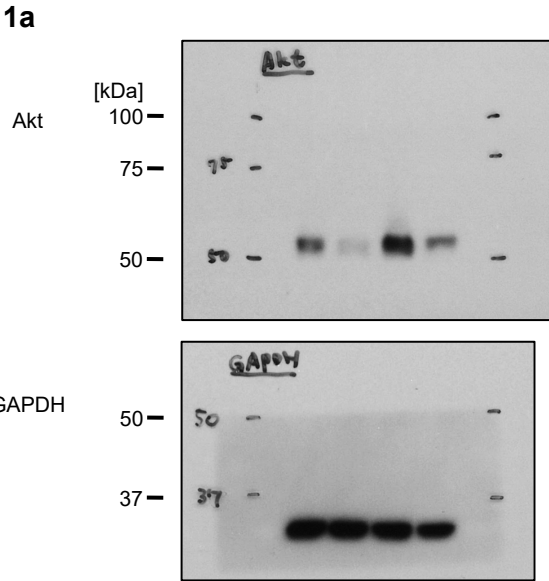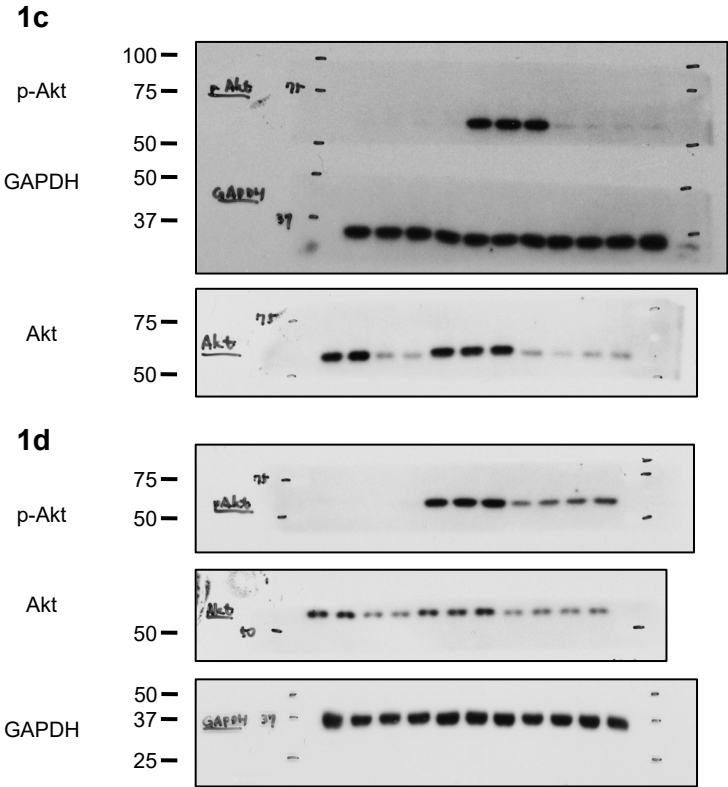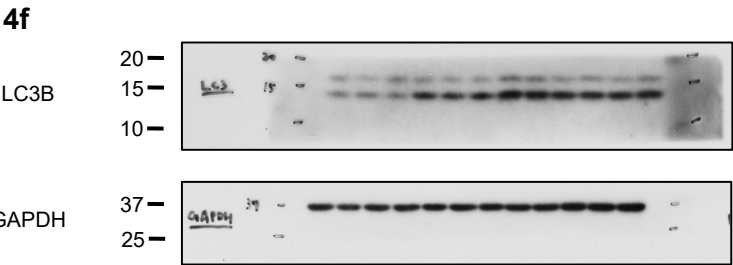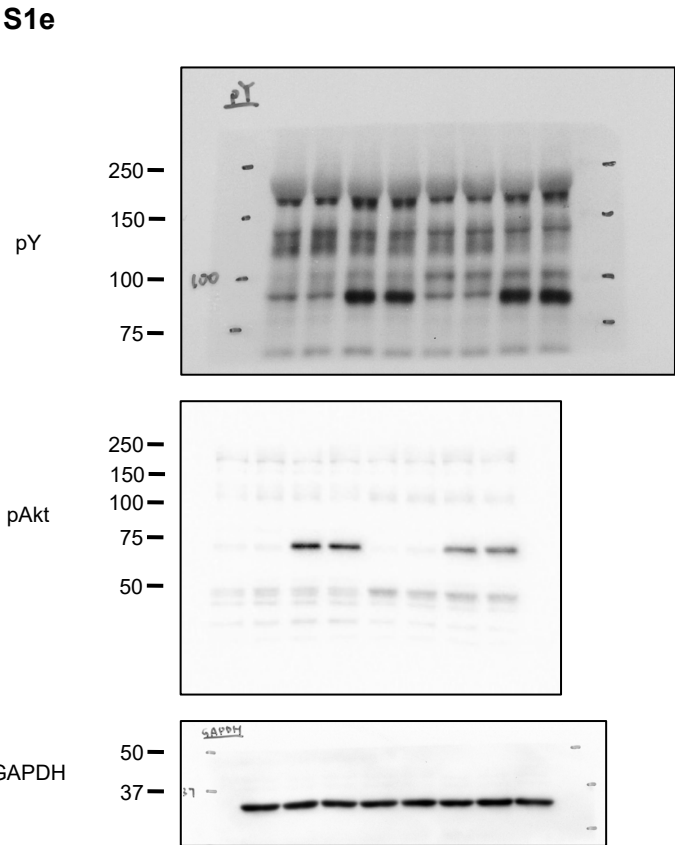

Supplementary Figure 11, continued  
**S2b**

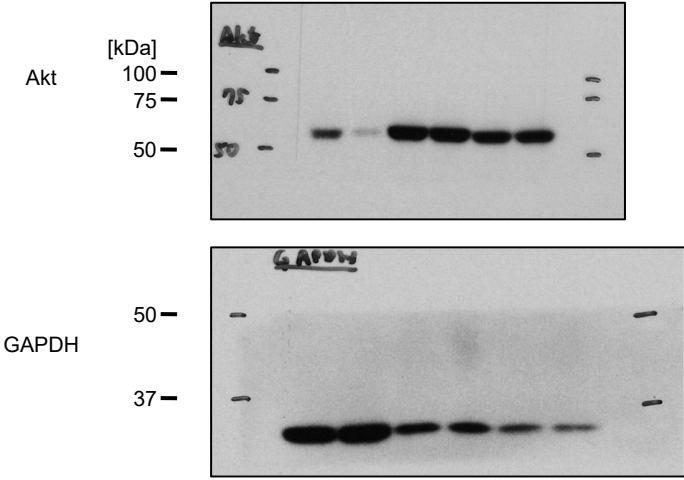

**S2c**

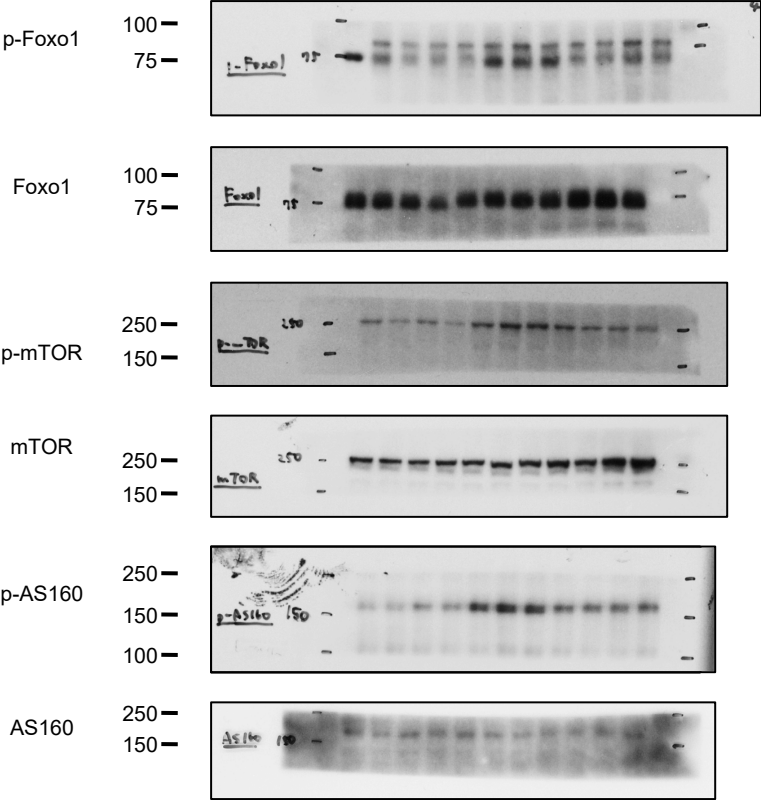

Supplementary Figure 11, continued

S2d

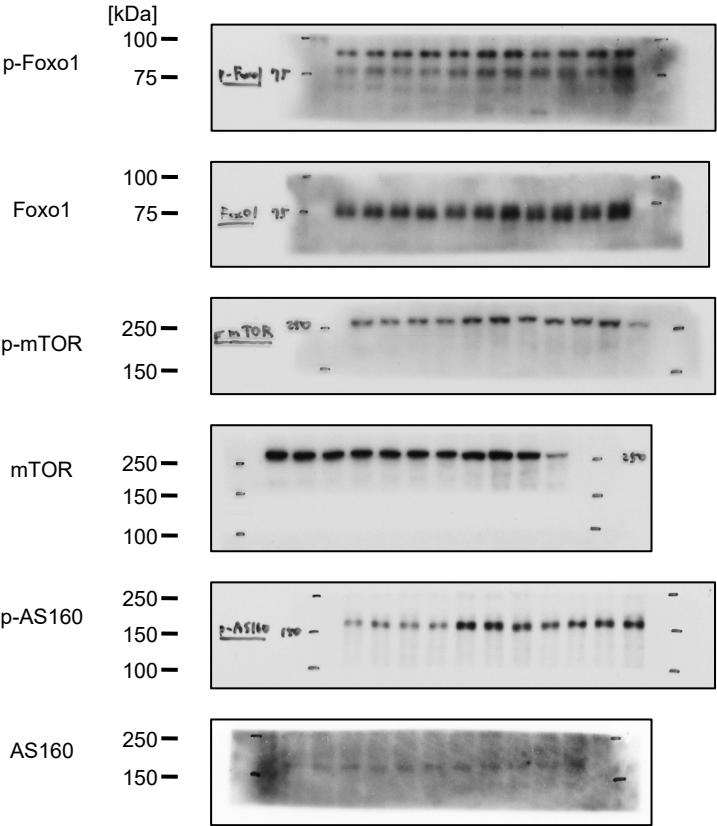

S5b

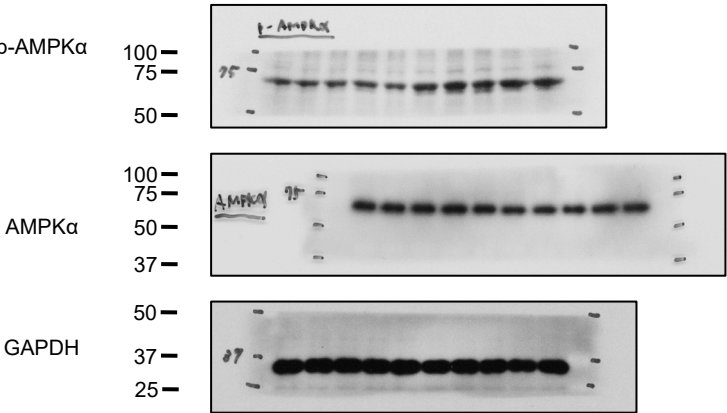

S5c

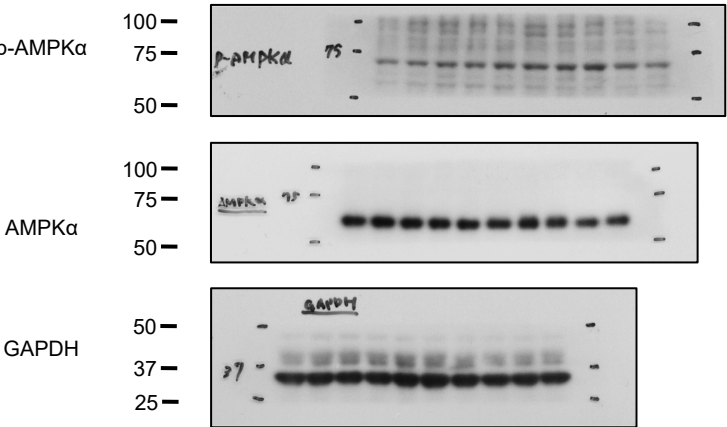

S5d

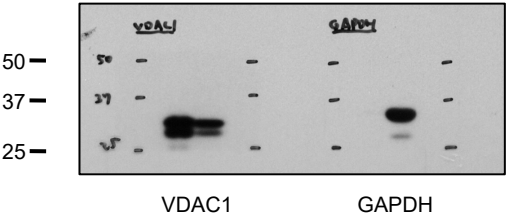

S5e

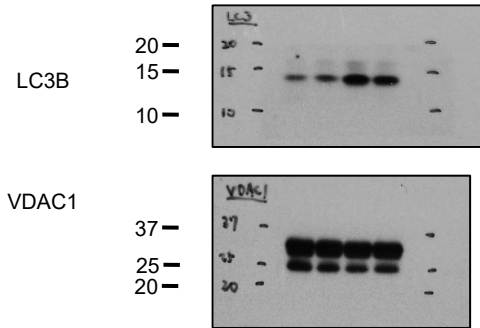

Supplementary Figure 11, continued  
**S9b**

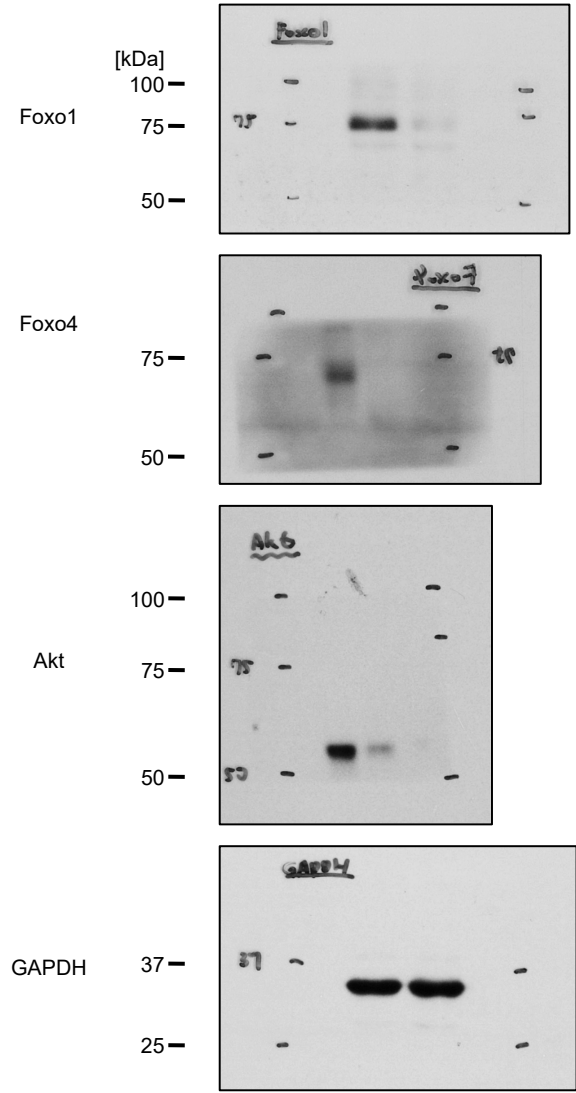

**S10b**

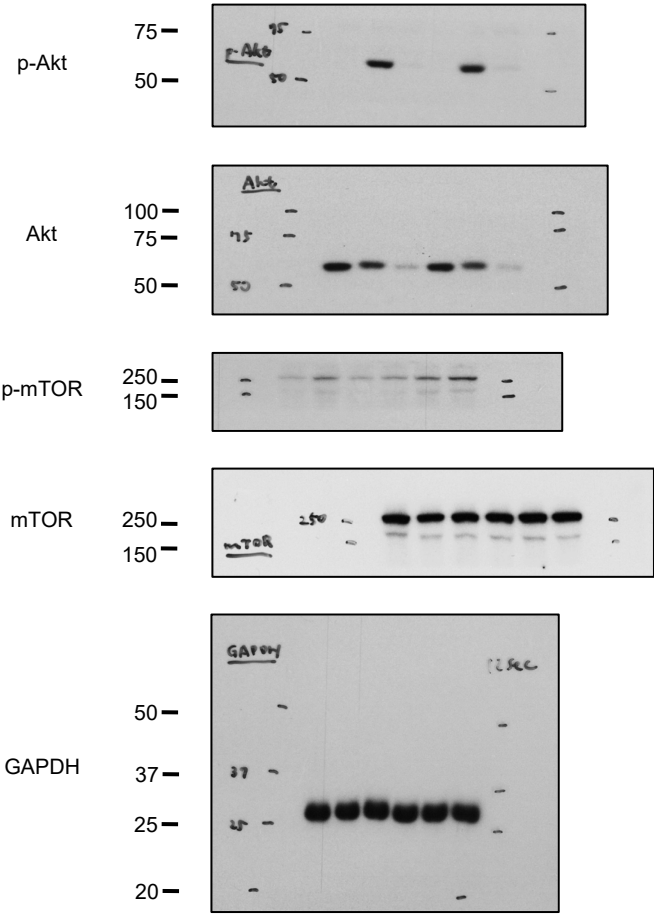

211 **Supplementary Fig. 11 Uncropped and unprocessed scans of gels for western**  
212 **blotting.**

# Supplementary material for: Deletion of skeletal muscle Akt1/2 causes osteosarcopenia and reduces lifespan in mice
**Source:** Nat Commun. 2022 Oct 5;13:5655. doi: 10.1038/s41467-022-33008-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** Results of transcriptome analysis of fast-twitch muscle of the mAktDKO mice.

**Supplementary Data 2:** P values of data shown in Figures.

**Supplementary Data 3:** P values of data shown in Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

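RNA of EDL from 3 mAktDKO and 3 control floxed mice at the age of 50 weeks was analysed. The authors sequenced rRNA-depleted, strand-specific libraries with paired-end, 37 bp reads, demultiplexed them with bcl2fastq 2.19.0, mapped the reads to mm10 with STAR 2.6.2b and estimated gene counts with RSEM 1.3.1. The deposited values are these estimated counts (expected counts), not scaled between mice, for 24411 genes named by symbol. Between 3.36% and 4.09% of the values in a mouse were not whole numbers. For their own results the authors used DESeq2 1.30.0 and GSEA 4.1.0. The table lists no gene of the mitochondrial genome under its usual symbol, so that family was not tested.

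The mAktDKO columns carry the numbers of the labelled samples. The control columns are numbered 2 to 4 and the labelled control samples 1 to 3, so a control column stands for the group and not for one labelled sample, and no mouse was paired with another. Total counts were between 13738795 and 15445523 per mouse, with a median of 14784681 in the mAktDKO group and 14122262 in the control group. A gene at 3 counts, the smallest level that the depth can show, lies at 0.194 to 0.218 CPM.

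From the deposited estimated counts, rounded to whole numbers, the following was computed in R 4.3.3. Genes were filtered with filterByExpr of edgeR 4.0.16 (minimum count 10), scaled by TMM and tested with the quasi-likelihood test. A gene was called at a Benjamini-Hochberg adjusted p under 0.01. The standard error of a log2 fold change is the change divided by the square root of the F statistic. The log2 CPM values use a prior count of 2. Gene sets were tested by preranked enrichment with fgsea 1.28.0 on the signed square root of F, with a fixed seed, and a set passed at p under 0.01 and adjusted p under 0.05. The p-values of this method are estimated by sampling. The sets were 22 families defined by symbol patterns, of which 21 had at least 4 tested members, and the mouse Reactome pathways bundled with fgsea, of which 673 had 15 to 500 tested genes. Of the 24411 symbols, 23194 matched RefSeq directly and 1096 through one older symbol. GO gene sets were not used here. Comparisons of a single value between the groups used exact permutation, which cannot go below 0.1 with 3 mice against 3.

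The steps were tested on simulated counts drawn for the 12892 tested genes from the real means and library sizes, with 200 genes changed 2-fold. edgeR recovered 193 of them (96.5%) with 2 false calls, and DESeq2 recovered 191 with 3 false calls. The changed genes were drawn only from genes with high mean counts. Every gene had the dispersion of the fitted trend, without further variation between genes. These shares therefore do not give the power in the real data, where edgeR called 3 genes and DESeq2 329. A simulated shift of -0.3 (log2) in the complex I subunits passed the threshold in the enrichment step, and 0 of the other families did. In the same simulation the adjusted p of complex I was 0.0482 with fry and 0.0858 with camera.

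The named genes are Akt1 and Akt2, the genes that the paper measured by RT-PCR in EDL, the 5 largest increases and the 5 largest decreases among genes past the threshold whose groups do not overlap, and in a family at most the 3 members with the smallest p. The families, tests, named genes and alternatives were fixed before the data were examined. The alternatives were DESeq2 size factors, library totals and upper-quartile scaling, DESeq2 1.42.0, the filter on low counts, the threshold, other ranking statistics, camera and fry of limma 3.58.1, removal of the trend with transcript length, other set sizes, and leaving out each mouse. The closing section gives their effect. The RT-PCR, protein, imaging and physiology experiments of the paper were not analysed here. The result of 1 of the named genes is not reported here.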

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

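The tests in this part were chosen after the result of each gene was seen, and what each explanation would give was written down before its test was run. Both genes below passed the threshold in the comparison of genotypes and are not discussed in the paper's text, and each lay lower in every mAktDKO mouse than in every control mouse. With 3 mice against 3, non-overlapping groups are given by chance for 10% of genes, and 31.1% of the 12892 genes had them.

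Aldh1a1 had a log2 fold change of -1.27. Removing the trend with transcript length left -1.27, removing the trend with GC content left -1.34, and thinning every library to the smallest total left -1.29. The trends across genes were weak (Spearman correlation 0.20 with length and -0.24 with GC content), and the library totals differed little. These steps are therefore weak tests of a change of this size. Contractile genes had a median log2 fold change of -0.22, so a lower share of muscle fibre RNA would account for only part of the change. Without control mouse 2 the log2 fold change was -1.22. Summing Aldh1a1 with its neighbour Aldh1a7, which can share reads with it, gave -1.22. The adjusted p was above 0.01 when any one mAktDKO mouse was left out. A strain difference at the gene was not tested, so a genotype effect on Aldh1a1 is a hypothesis that this explanation leaves open.

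Grb14, which encodes an adaptor protein that binds the insulin receptor, had a log2 fold change of -1.45. It was -1.48 after removal of the length trend, -1.63 after removal of the GC trend, -1.42 after thinning to equal totals and -1.42 without control mouse 2, against -0.22 for the contractile genes. For the reasons given for Aldh1a1, the length, GC and thinning steps are weak tests here too. Its adjusted p was above 0.01 in 4 of the 6 fits that each left out one mouse. Reads shared with related genes and strain differences were not tested, so a genotype effect on Grb14 is a hypothesis that these explanations leave open.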

How the results depend on the processing

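No paired analysis was possible because the control columns carry numbers that do not match the labelled samples, so the planned fits with the replicate number as a block were not run.

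The number of differentially expressed genes was 3 with DESeq2 size factors, library totals, upper-quartile scaling and a minimum of 10 counts in every mouse, and the same 3 genes were called in each. With no filter it was 32 of 17360 genes (3 higher, 29 lower), and at an adjusted p under 0.05 it was 152 (34 higher, 118 lower). With DESeq2's Wald test it was 329 genes (85 higher, 244 lower). That test computed a p for 17357 genes, and the number over which it adjusted was not counted. All 3 genes were among these 329, and the cause of the difference between the tests was not tested. It ranged from 0 to 8 genes across the 6 fits that each left out one mouse, with 0 to 3 higher and 0 to 5 lower. The 3 fits with 0 genes left out an mAktDKO mouse and had 2441, 1871 and 2794 genes at an unadjusted p under 0.05. Akt2 kept its direction in all of the alternatives, with a log2 fold change from -1.63 to -1.43 across the fits that left out one mouse, and its adjusted p rose above 0.01 in the 3 fits without an mAktDKO mouse.

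Complex I subunits, mitochondrial ribosomal proteins and proteasome subunits were lower past the threshold under every scaling, filter and ranking tried and without any one mouse. With camera the adjusted p was 0.26 for each of the 3 families. With fry it was 0.0342 for each, and the unadjusted p put complex I past the threshold (0.00468) but not mitochondrial ribosomal proteins (0.0119) or proteasome subunits (0.012). The number of Reactome pathways was 158, from 119 to 174 without one mouse, and 0 with camera and 0 with fry. In simulated data with a shift of -0.3 in complex I subunits, camera (adjusted p = 0.0858) and fry (0.0482) also gave far larger values than preranked enrichment. The cause was not tested further. With library totals in place of TMM, the median log2 fold change of all genes moved from 0.017 to 0.16, the share of higher pathways from 33.5% to 46.8%, and the share of higher genes at an unadjusted p under 0.05 from 46.5% to 82.1%. The medians of the families were then -0.22 for complex I subunits, -0.13 for mitochondrial ribosomal proteins and -0.092 for proteasome subunits. Minus the median of all genes they were -0.38, -0.29 and -0.25, as with TMM.

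The family of ubiquitin-conjugating enzymes had no clear direction. Their score turned positive with library totals (adjusted p = 0.571), upper-quartile scaling (0.946), ranking by log2 fold change (0.993) or by signal-to-noise (0.715) and removal of the length trend (0.856), and the adjusted p was from 0.385 to 0.984 without one mouse. The score of other families also turned positive with library totals, with adjusted p values of 0.971 for autophagy, TRIM proteins and ubiquitin-specific peptidases, 0.657 for cullins and 0.571 for cytosolic ribosomal proteins. TRIM proteins turned positive when ranked by log2 fold change (0.894) and cytosolic ribosomal proteins after removal of the length trend (0.295). Other settings made cytosolic ribosomal proteins, ubiquitin-specific peptidases and autophagy genes pass as lower. The adjusted p of cytosolic ribosomal proteins was from 0.00231 to 0.345 without one mouse and from 0.0191 to 0.74 in the other alternatives. That of ubiquitin-specific peptidases was from 0.00547 to 0.351 and from 0.000824 (length trend removed) to 0.971, and that of autophagy from 0.0031 to 0.32 and from 0.0134 to 0.971. Collagens had no clear direction without control mouse 2, where their score was negative and their median above 0, and the adjusted p was from 5.39e-06 to 0.339 across the fits that left out one mouse.

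The shift of all genes with library totals also carried genes near 0 across it, and none of these genes changed sign relative to the median of all genes. Their log2 fold changes were then 0.12 for Myh4, 0.031 for Cat, 0.074 for Sod2, 0.13 for Ppara, 0.018 for Cpt1b, 0.0081 for Trim63, 0.060 for Foxo1 and 0.056 for Foxo4. Ppara was also at 0.0025 with upper-quartile scaling and with a minimum of 10 counts in every mouse. Without one mouse the log2 fold change was from -0.24 to 0.080 for Cat, -0.23 to 0.040 for Cpt1b, -0.50 to 0.30 for Fbxo32, -0.53 to 0.11 for Fgf2, -0.17 to 0.062 for Foxo1, -0.19 to 0.065 for Foxo4, -0.020 to 0.19 for Gdf11, -0.020 to 0.16 for Map1lc3b, -0.077 to 0.053 for Myh4, -0.16 to 0.15 for Ppara, -0.25 to 0.012 for Slc2a4 and -0.44 to 0.071 for Trim63. Of the other comparisons of a named gene or a further family with an alternative, 31 were weaker and 31 stronger.

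With 3 mice in each group, no division of the mice can have a share under 0.1 of the 10 possible. Genes such as Cdkn2a (0 counts in every mouse) and Fgf21 (at most 4 counts) were below the filter at this depth.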

Differences from the paper's values

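The paper gives normalized enrichment scores for GO annotations in Supplementary Data 1, and the nearest Reactome pathways were used here, whose member genes differ. For respiratory electron transport the score was -3.27 against the paper's -2.69. For mitochondrial translation it was -2.93 against the paper's -2.86, and for mitochondrial translation termination it was -2.88 against the paper's -2.57. The paper states no error for these scores, and scores of sets with different members need not be equal. All 3 were negative, as in the paper. None of the alternatives set before the data were examined gave an equal value. The closest for mitochondrial translation was the fit without mAktDKO mouse 2, at -2.85.

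The paper states that proteasome and ubiquitination pathways were unaffected in the transcriptome. Ubiquitin-conjugating enzymes showed no enrichment here (adjusted p = 0.963), whereas proteasome subunits were lower, with a median log2 fold change of -0.23 and a normalized enrichment score of -2.53 (adjusted p = 4.92e-08 by preranked enrichment). Contractile genes had nearly the same median, -0.22, so a lower share of muscle fibre RNA was not excluded as the explanation. With fry (adjusted p = 0.0342) and with camera (adjusted p = 0.26), both set before the data were examined, the proteasome subunits did not pass the threshold. In simulated data camera did not pass a built-in shift of -0.3 in complex I subunits either (adjusted p = 0.0858), so its result says little here. Reactome pathways of ubiquitination and proteasomal degradation restated this result. The scores were -2.45 for ubiquitination and proteasome degradation in antigen processing (adjusted p = 2.39e-07), -2.43 for ubiquitin-dependent degradation of cyclin D (adjusted p = 6.56e-07) and -2.38 for autodegradation of the ubiquitin ligase COP1 (adjusted p = 2.22e-06), and each held all 41 subunits. Without the subunits, a step chosen after the values were seen, the adjusted p values were 0.678, 0.954 and 0.799 with 10, 8 and 8 genes left. Degradation of Nek2A (1.01, adjusted p = 0.648) and of cyclin B (0.90, adjusted p = 0.769) by the anaphase-promoting complex did not pass the threshold. With fry and with camera, 0 of the 673 pathways passed. The annotations that the paper lists concern ubiquitination and the regulation of proteasomal degradation, and their members were not compared with the proteasome subunits.

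The paper states that sirtuin 1 was lower in the fast-twitch muscle by RT-PCR. It does not state whether the same mice were sequenced. The log2 fold change of Sirt1 here was 0.22 (adjusted p = 0.188 from edgeR's quasi-likelihood test), and it was above 0 in all of the alternatives. The paper states that Myh4, Sod2 and genes of fatty acid oxidation were lower by RT-PCR. Here the log2 fold change was -0.018 for Myh4 (adjusted p = 0.944), -0.062 for Sod2 (adjusted p = 0.649), -0.0022 for Ppara (adjusted p = 0.994) and -0.12 for Cpt1b (adjusted p = 0.601, all from edgeR). The Reactome pathways of mitochondrial fatty acid beta-oxidation (score -2.13, adjusted p = 0.00062) and of detoxification of reactive oxygen species (score -1.83, adjusted p = 0.0139) were lower by preranked enrichment, and that of fatty acid, triacylglycerol and ketone body metabolism did not pass (score -1.18, adjusted p = 0.402). The paper states that Ink4a was much higher, and Cdkn2a, the gene that encodes it, had 0 counts in all 6 mice here. The paper states that the local form of Igf1 was unaffected, and the counts here do not separate the forms of the gene. Its log2 fold change was 1.02 (adjusted p = 0.127 from edgeR).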

Other observations

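The tests of technical explanations were chosen after the differences between genotypes had been seen, and what each would give was written down before it was run. For the tests on what sets control mouse 2 apart, haemoglobin genes, Lars2 and genes near the targeted loci, this was written only after all or part of the outcome had been seen.

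The division of the mice by genotype gave 3 differentially expressed genes, and 1 of the 10 divisions of the 6 mice, the real one, gave as many. For Reactome pathways, 4 of the 10 divisions gave at least 158. Complex I subunits had a score as large in 1 of the 10, mitochondrial ribosomal proteins in 3, proteasome subunits in 2 and ubiquitin-conjugating enzymes in 9. Every other division puts a pair of mice of one genotype with 1 of the other, so it carries part of any genotype difference, and the divisions with scores as large for mitochondrial ribosomal proteins pointed the same way as the genotype. With 10 divisions the share cannot go below 0.1, so these counts alone cannot decide on a chance division of the mice. At an adjusted p under 0.05 the real division gave 152 genes and the others 0, and at an unadjusted p under 0.05 it gave 3164 genes and the others at most 806.

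Several technical explanations were tested for the 3 lower families. For complex I subunits the adjusted p was 1.1e-11 after removal of the trend with transcript length, 2.01e-17 after removal of the trend with GC content, 9.55e-17 after thinning to equal totals, 2.7e-16 without the 10 most abundant genes and 3.005e-17 without control mouse 2. For mitochondrial ribosomal proteins the same steps gave 1.1e-11, 4.21e-18, 2.07e-14, 1.37e-15 and 4.25e-15, and for proteasome subunits 3.23e-06, 2.29e-08, 2.14e-08, 2.76e-08 and 5.82e-07, all lower. Removal of the length trend moved all 3 adjusted p values most. The depth step is a weak test, because the library totals differed little. The GC step is weak for mitochondrial ribosomal proteins and proteasome subunits, whose median GC content was 49.72% against 49.73% for all genes. For complex I subunits it was 51.52%, so this reason does not apply to them. Dilution of muscle fibre RNA remains. A list of 32 contractile genes had a median log2 fold change of -0.22, with 30 of them lower, against -0.36 for complex I subunits, -0.27 for mitochondrial ribosomal proteins and -0.23 for proteasome subunits. A lower share of muscle fibre RNA in the mAktDKO samples is a candidate explanation for part of these changes. Complex I subunits fell further than the contractile genes, and Myh4, an abundant contractile gene, was at -0.018. Whether the families fell more than the contractile genes was not tested.

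Since Akt inhibits FoxO, genes induced by FoxO were listed before their enrichment was computed, though the changes of a few of them had been seen by then. Of the 21 listed genes, 15 were higher in the mAktDKO mice, with a median log2 fold change of 0.14, and 0 had an adjusted p under 0.05. The other 6 were lower, Fbxo32 (-0.27) and Trim63 (-0.12) among them. Preranked enrichment of the list, a permutation of genes and not of mice, gave p = 0.000265. The tests that follow were added after that value was seen. The p was 0.000346 after removal of the length trend, 0.000298 after removal of the GC trend and 7.44e-06 without control mouse 2. Of the 10 divisions of the mice, 3 gave a score as large, and 10 divisions cannot decide on chance. The set tests fry and camera were not run on this list. Higher FoxO-dependent transcription in the mAktDKO mice may be present and remains a hypothesis.

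Control mouse 2 lay farthest from the others on the first principal component, which held 44.9% of the variance. Its liver marker transcripts were at 84.7 CPM, 1.16 times the next highest mouse, mAktDKO mouse 1, so RNA from liver does not set it apart. Cell-cycle genes were 1.51 lower on the log2 scale than the mean of the other mice, while genes of immature muscle differed by -0.49, a smaller drop than the 1 required of both lists for lower regeneration. Liver RNA and lower regeneration were the only biological explanations tested for this mouse, and neither passed its test. Without this mouse the median log2 fold change of collagens was 0.016 in place of 0.24, while the Reactome pathway of extracellular matrix organization kept a score of 1.77 (adjusted p = 0.000116) in place of 2.22. The paper's one higher annotation concerns connective tissue replacement.

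Hbb-bs was at 23.5, 9.23 and 10 CPM in the mAktDKO mice and had 0 counts in all control mice. When its counts were summed with those of Hbb-b1, a near-identical gene, the log2 fold change was 0.45 (adjusted p = 0.328 from edgeR's quasi-likelihood test). Hbb-b1 had a mean of 134 CPM in the mAktDKO mice and 109 CPM in the control mice, so it dominates the sum in any case. The sum therefore cannot decide, and a division of shared reads between the 2 genes remains possible. A strain difference at these genes was not tested either. Lars2, a mitochondrial leucyl-tRNA synthetase, had a log2 fold change of -0.9995 (adjusted p = 0.018 from edgeR). Its transcripts matched a mitochondrial rRNA over at most 27 bases, less than the read length of 37, so reads of mitochondrial rRNA do not account for it. The 45S pre-rRNA gene Rn45s, among the 10 most abundant genes despite depletion, was at -0.64 (adjusted p = 0.052 from edgeR). Of 73 genes within 1 Mb of Akt1, Akt2 or the Cre-bearing Myl1, 20.5% had an unadjusted p under 0.05, against 24.5% of other genes (Fisher's exact test, two-sided p = 0.496).

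The paper measured further genes by RT-PCR. Of the 36 tested genes on the list of genes taken from the paper, the targeted genes included, 28 were lower in the RNA sequencing data at 50 weeks and 8 higher. Adjusted over all genes 1 had an adjusted p under 0.01 and 2 under 0.05, and adjusted over the list alone 4 and 13 did, from edgeR's quasi-likelihood test. The log2 fold changes of fiber and glycolysis genes were -0.018 for Myh4, -0.79 for Myh2, -0.51 for Myh1, 0.90 for Myh7, -0.49 for Pfkm and -0.54 for Hk2. Without control mouse 2 they were -0.039 for Myh4, -0.37 for Myh2, -0.47 for Myh1, 0.67 for Myh7, -0.29 for Pfkm and -0.39 for Hk2. Among mitochondrial genes the log2 fold changes in all mice were -0.28 for Tfam, -0.26 for Mfn2, -0.24 for Opa1, -0.45 for Fis1, -0.44 for Cox8b and -0.57 for Sirt3, while Ppargc1a was at 0.24 and Nrf1 at 0.31. Without control mouse 2, Sirt3 was at -0.36 and Mfn2 at -0.14. The changes of Opa1 and Nrf1 grew, to -0.25 and 0.38, and those of the others shrank. Sod2 was at -0.062, Cat at -0.12, Atg4a at -0.33, Atg12 at -0.17, Map1lc3b at 0.046, Ppara at -0.0022, Cpt1b at -0.12 and Slc2a4 at -0.16. The paper reports a lower Sirt1 by RT-PCR, and the log2 fold change here was 0.22. Igf1 was at 1.02, Fgf2 at -0.23 and Gdf11 at 0.066. Fbxo32 was at -0.27, Trim63 at -0.12, Foxo1 at -0.073, Foxo3 at -0.15, Foxo4 at -0.082 and Tsc2 at -0.24. Cdkn2a had 0 counts in every mouse, and Fgf21 had at most 4 counts.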
